# The kinase DYRK1A reciprocally regulates the differentiation of Th17 and regulatory T cells

**DOI:** 10.7554/eLife.05920

**Published:** 2015-05-22

**Authors:** Bernard Khor, John D Gagnon, Gautam Goel, Marly I Roche, Kara L Conway, Khoa Tran, Leslie N Aldrich, Thomas B Sundberg, Alison M Paterson, Scott Mordecai, David Dombkowski, Melanie Schirmer, Pauline H Tan, Atul K Bhan, Rahul Roychoudhuri, Nicholas P Restifo, John J O'Shea, Benjamin D Medoff, Alykhan F Shamji, Stuart L Schreiber, Arlene H Sharpe, Stanley Y Shaw, Ramnik J Xavier

**Keywords:** T cell differentiation, inflammation, dual-specificity tyrosine-regulated kinase signaling, human, mouse

## Abstract

The balance between Th17 and T regulatory (T_reg_) cells critically modulates immune homeostasis, with an inadequate T_reg_ response contributing to inflammatory disease. Using an unbiased chemical biology approach, we identified a novel role for the dual specificity tyrosine-phosphorylation-regulated kinase DYRK1A in regulating this balance. Inhibition of DYRK1A enhances T_reg_ differentiation and impairs Th17 differentiation without affecting known pathways of T_reg_/Th17 differentiation. Thus, DYRK1A represents a novel mechanistic node at the branch point between commitment to either T_reg_ or Th17 lineages. Importantly, both T_reg_ cells generated using the DYRK1A inhibitor harmine and direct administration of harmine itself potently attenuate inflammation in multiple experimental models of systemic autoimmunity and mucosal inflammation. Our results identify DYRK1A as a physiologically relevant regulator of T_reg_ cell differentiation and suggest a broader role for other DYRK family members in immune homeostasis. These results are discussed in the context of human diseases associated with dysregulated DYRK activity.

**DOI:** http://dx.doi.org/10.7554/eLife.05920.001

## eLife digest

Inflammation is used by the immune system to protect and repair tissues after an injury or infection. However, if inflammation is too strong, or goes on for too long, it can damage tissues. This is seen in autoimmune diseases such as inflammatory bowel disease and type 1 diabetes. Therefore, precise regulation of the inflammatory response is essential for maintaining human health.

White blood cells known as T cells are central regulators of tissue inflammation. To achieve this goal, they develop into subtypes with specialized roles. For example, some T helper cells release chemical signals that trigger inflammation and other immune responses. Regulatory T (T_reg_) cells then shut down these immune responses once they are no longer needed. Many autoimmune and other inflammatory diseases are thought to arise—at least partially—because T_reg_ cells fail to stop the inflammatory response. Boosting the number or the activity of T_reg_ cells could therefore help to treat these diseases. However, technical difficulties have made it difficult to investigate the genes and molecular pathways that control how this subtype of white blood cells develops.

Khor et al. thought that discovering new chemicals that increase the number of T_reg_ cells without harming them could help to identify the pathways that control their development. Khor et al. screened over 3000 chemicals, many of which are drugs currently approved for use in humans, for their effect on immature T cells that were taken from mice and grown in the laboratory. This ‘unbiased chemical biology’ approach identified several chemicals that both encouraged the T cells to develop into T_reg_ cells and reduced the numbers that became inflammation-promoting T helper cells.

Khor et al. then focused on one of these chemicals, called harmine. Tests in mice showed that harmine reduces the extent of experimentally induced inflammatory reactions. T_reg_ cells generated by treating immature T cells with harmine had the same effect. Further experiments showed that harmine exerts these effects, at least in part, by inhibiting the activity of a protein called DYRK1A. When DYRK1A was removed from maturing mouse T cells grown in the laboratory, the T cells tended to develop into anti-inflammatory T_reg_ cells.

These findings therefore identify DYRK1A as part of a pathway that suppresses the development of T_reg_ cells. It remains to be discovered how it does this, and whether other DYRK protein family members have similar roles.

**DOI:** http://dx.doi.org/10.7554/eLife.05920.002

## Introduction

The appropriate and balanced differentiation of naïve CD4^+^ T helper (Th) cells into either pro-inflammatory effector subsets, such as Th1 and Th17 cells, or anti-inflammatory subsets, largely represented by regulatory T (T_reg_) cells, is an important determinant of immune homeostasis, dysregulation of which underlies the pathology of inflammatory diseases and cancer (Josefowicz et al., 2012; Cretney et al., 2013). Genome-wide association studies of inflammatory diseases such as type 1 diabetes (T1D) and inflammatory bowel disease (IBD) support this notion, implicating genes important for the differentiation and function of T_reg_ cells (Khor et al., 2011). The active translational interest in manipulating this process is exemplified by recent attempts using low-dose IL-2 to enhance T_reg_ cells and attenuate the inflammation associated with graft-versus-host disease and HCV vasculitis (Koreth et al., 2011; Saadoun et al., 2011; von Boehmer and Daniel, 2012). While these results are encouraging, IL-2 has numerous effects and reflects the larger issue that more targeted therapies to specifically manipulate individual Th lineages remain lacking, due at least in part to an incomplete understanding of the pathways that contribute to Th differentiation.

Our interest has focused on discovering novel pathways that regulate the differentiation of T_reg_ cells, which represent the major anti-inflammatory Th component. The canonical pathways underlying T_reg_ cell differentiation have been well described. In this regard, commitment to the T_reg_ cell lineage is exemplified by expression of the hallmark transcription factor FOXP3 and occurs in either the thymus or the periphery (Josefowicz et al., 2012). The canonical cytokine that drives T_reg_ cell differentiation is TGF-β1 and the differentiation of peripheral T_reg_ (pT_reg_) cells requires TGF-β1 signaling through SMAD2 and SMAD3 (Gu et al., 2012; Josefowicz et al., 2012). TGF-β1 also plays a role in thymic T_reg_ (tT_reg_) cell differentiation, as exemplified by the significant but transient decrease in early T_reg_ cell generation upon T cell-specific deletion of the TGF-β1 RI subunit (Liu et al., 2008). However, TGF-β1 may be more important for maintaining the pool of T_reg_ cell precursors than instructing Foxp3 expression in this compartment (Josefowicz et al., 2012). Similarly to IL-2, TGF-β1 exerts multiple effects on different cell types and has not proven to be a clinically useful target to manipulate T_reg_ cell differentiation, again pointing to the need to better understand the breadth of pathways involved.

In this regard, studies in SMAD2/3 doubly deficient mice point to TGF-β1-dependent, SMAD2/3-independent signals in tT_reg_ cell differentiation and function, demonstrating the relevance of non-canonical pathways, even in the context of well-described cytokines (Gu et al., 2012). Elucidating such ancillary pathways in Th differentiation has been approached in several ways. Notable amongst these have been gene expression profiling experiments to identify differentially expressed genes. This approach has been more successful for Th17 cell differentiation, pointing to the transcription factors *Batf*, *Ahr* and *Ikzf3* and the sodium chloride sensor *Sgk1* (Veldhoen et al., 2008; Schraml et al., 2009; Wu et al., 2013), than for T_reg_ cell differentiation. Such findings have implications for diagnostic efforts and advancing our understanding of disease pathophysiology. For example, the finding that mutations in *STAT3* (which transduces signals from IL-6, a canonical Th17 cytokine) can lead to hyper-IgE syndrome (HIES) led to the discovery that this subset of HIES patients fail to generate Th17 cells, potentially accounting for their susceptibility to fungal infection (Ma et al., 2008). There are also therapeutic implications; for instance, the discovery that SGK1 regulates Th17 cell differentiation led to the hypothesis that increased dietary salt intake may contribute to increased risk of autoimmune disease (Kleinewietfeld et al., 2013). Thus, discovering additional pathways that regulate T_reg_ cell differentiation is an important effort that may benefit from other approaches.

Integrative computational analyses represent one promising adjunctive approach. Analyses of over 100 gene expression profiles of various CD4^+^ subsets led to the discovery of novel transcription factors, including *Lef1* and *Gata1*, that regulate T_reg_ cell differentiation and a model of how they cooperate to establish the T_reg_ cell transcription profile (Fu et al., 2012). In another example, the compilation of 557 publicly available microarrays covering over 100 tissues and primary cells facilitated the discovery of *Zbtb25* as a transcription factor predominantly expressed in T cells that represses NFAT signaling in response to T cell receptor engagement (Benita et al., 2010). Another emerging key approach uses chemical methods to decipher novel nodes that control signal transduction pathways within T cells; this provides an important and complementary view into disease architecture by highlighting druggable connections between disease pathways less easily uncovered genetically. In this regard, defects in autophagy have been associated with IBD. Efforts to find compounds that enhance autophagy led to the observation that some autophagy-enhancing compounds specifically inhibit Th17 cell differentiation while another subset specifically enhances T_reg_ cell differentiation, suggesting that these compounds highlight targets which modulate distinct sets of disease-relevant pathways (Shaw et al., 2013). Finally, chemoinformatic methods can help generate high-yield mechanistic hypotheses based on relevant compounds identified by chemical biology approaches. For instance, the use of chemoinformatics to predict novel binding targets for clinically used drugs based on structural similarity to other compounds that bind said targets has helped predict mechanistic explanations for clinically observed side effects (Keiser et al., 2007; Lounkine et al., 2012). Of note, these approaches are not mutually exclusive, but rather are expected to be synergistic.

Supporting the value of a chemical biology approach, compounds previously identified to modulate T_reg_ cell differentiation have provided important insights into relevant signaling modules. For example, mechanistic studies of all-*trans* retinoic acid (ATRA) and rapamycin, two well-studied T_reg_ cell enhancers, pointed to roles for RAR-α and mTOR signaling in T_reg_ cell differentiation respectively (Coombes et al., 2007; Mucida et al., 2007; Sun et al., 2007; Haxhinasto et al., 2008; Hill et al., 2008; Sauer et al., 2008; Hall et al., 2011). More recently, the discovery of the microbial metabolites proprionate and butyrate as enhancers of T_reg_ cell differentiation, amongst other effects, have highlighted roles for the short-chain fatty acid receptor GPR43 and histone deacetylases in T_reg_ cell differentiation (Arpaia et al., 2013; Furusawa et al., 2013; Smith et al., 2013). These studies highlight several SMAD-distinct signals in T_reg_ cell differentiation and illustrate how the discovery of novel molecules can facilitate a deeper understanding of the underlying mechanisms and pathways affecting T_reg_ cell differentiation.

Th differentiation is a complex cellular process for which there exists no good simplified substitute assay. Chemical biology approaches to study this process have typically either maintained the complexity of the system (i.e., used primary CD4^+^ T cells) to study one or two selected compounds, for example ATRA, or used larger chemical libraries to interrogate a highly simplified system. Here, we take the novel approach of applying unbiased chemical biology to primary CD4^+^ T cells in order to discover novel regulators of T_reg_ cell differentiation. We report 14 novel compounds that specifically enhance the differentiation of T_reg_ cells, but of neither Th1 nor Th17 cells. In particular, the β-carboline alkaloid harmine enhances the differentiation of T_reg_ cells and potently inhibits Th17 cell differentiation, at least in part by inhibiting the activity of the kinase DYRK1A. Importantly, we demonstrate that harmine-enhanced T_reg_ cells retain normal suppressive function in vitro and attenuate disease in experimental models of systemic autoimmunity and mucosal inflammation in two distinct compartments. Notably, direct administration of harmine attenuates airway inflammation in an experimental model of asthma. Our approach exemplifies how chemical biology can be applied to a physiologically relevant experimental system with a functional readout to identify DYRKs as a novel and druggable pathway that impacts T_reg_ cell differentiation.

## Results

### Identifying novel small molecule enhancers of T_reg_ cell differentiation

We hypothesized that identifying novel compounds that enhance T_reg_ cell differentiation would enable the discovery of novel pathways that regulate this process. Accordingly, we designed an experimental workflow that feeds into an integrative computational analysis pipeline to identify small molecules that specifically enhance differentiation of T_reg_ cells, but not pro-inflammatory lineages, highlight putative mechanistic classes and demonstrate functional relevance of prioritized small molecule(s) (Figure 1A). Primary murine CD4^+^ T cells were reproducibly differentiated into T_reg_, Th1 or Th17 lineages in a manner dependent upon the concentration of TGF-β1, IL-12 or IL-6 and/or IL-1β respectively (Figure 1—figure supplement 1). Lineage commitment was determined using the gold standard of flow cytometric detection of FOXP3, IFNγ and/or IL-17. The role of these canonical cytokines has been well described; the positive control for each lineage was high concentrations of lineage-driving cytokines consistent with published literature while negative controls included cells cultured under Th0 conditions without any lineage-promoting cytokines, as well as cells driven to other lineages (e.g., for T_reg_ cells, negative controls were Th0, Th1 and Th17 conditions). Conditions driving the differentiation of sub- or near-maximal levels (typically about 30% and 95% of maximal levels, respectively) of T_reg_, Th1 and Th17 cells (hereafter T_reg_^low^, Th1^low^, Th17^low^, T_reg_^hi^, Th1^hi^ and Th17^hi^ conditions) were identified (Figure 1—figure supplement 1, blue and red arrowheads respectively). Addition of a compound to sub-maximal conditions allows quantitation of its ability to enhance lineage-specific differentiation, while addition to near-maximal conditions allows quantitation of its inhibitory effect. To facilitate comparisons between experiments, we used the fractional enhancement (Fr enhance) metric, where the compound-driven difference in Th differentiation is normalized against the difference between the positive and negative controls within the experiment (i.e., Th^hi^ − Th^low^).

**Figure 1.**
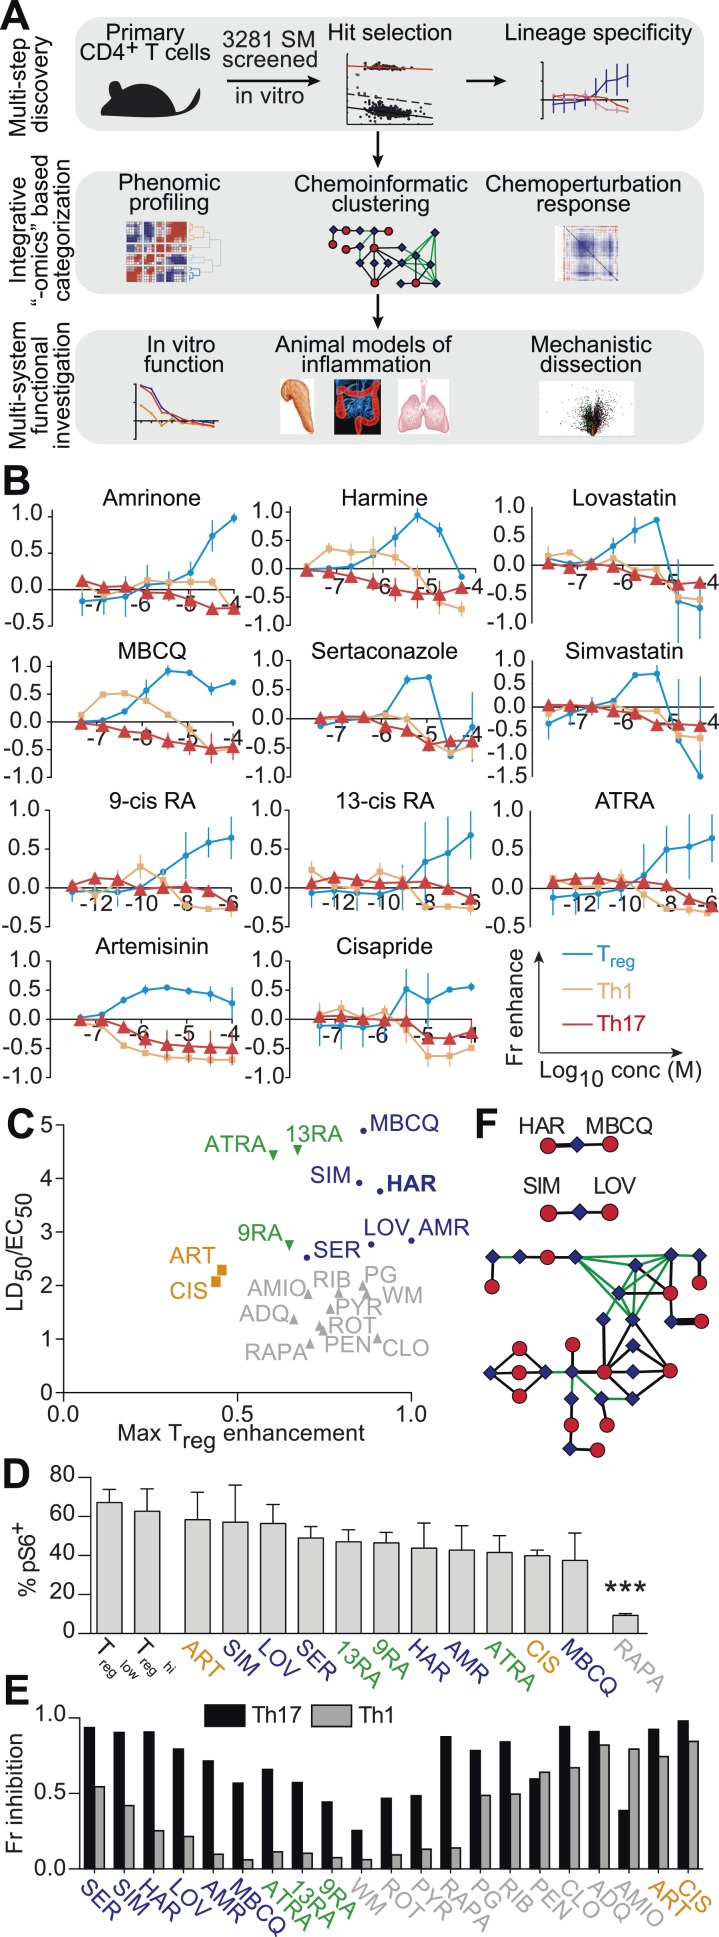
Chemical biology approach to identify novel T_reg_ enhancers. All data representative of at least 2 independent experiments. (**A**) Overview of our approach, including key methods applied. (**B**) Dose-response curves showing fractional enhancement (Fr enhance) of compounds (LD_50_/EC_50_ > 2) for T_reg_ (blue), Th1 (orange) and Th17 (red) lineages. (**C**) Plot of LD_50_/EC_50_ vs maximal fractional T_reg_ cell enhancement showing all 21 T_reg_-specific enhancers (9RA, 9-*cis* retinoic acid; 13RA, 13-*cis* retinoic acid; ADQ, amodiaquine; AMIO, amiodarone; AMR, amrinone; ATRA, all-*trans* retinoic acid; ART, artemisinin; CIS, cisapride; CLO, clotrimazole; HAR, harmine; LOV, lovastatin; MBCQ, 4-((3,4-methylenedioxybenzyl)amino)-6-chloroquinazoline;4-quinazolinamine); PEN, pentamidine; PG, proguanil; PYR, pyrvinium pamoate; RAPA, rapamycin; RIB, ribavirin; ROT, rotenone; SER, sertaconazole; SIM, simvastatin; WM, wortmannin; Supplementary file 2). Retinoic acids are in green; compounds with LD_50_/EC_50_ < 2 are in gray and LD_50_/EC_50_ > 2 are in blue. The orange cluster is described in the text. (**D**) Ability of selected compounds (LD_50_/EC_50_ > 2 and controls) to inhibit mTOR activity, as measured by S6 phosphorylation (***p < 0.001, 1-way ANOVA with Dunnett correction). (**E**) Fractional (Fr) inhibitory activity of all 21 T_reg_-specific enhancers on Th1 and Th17 cell differentiation. (**F**) SEA-predicted relationships between all 21 T_reg_ enhancers. Black lines predict binding of compounds (red circles) to proteins (blue diamonds) with likelihood proportional to line width. Green lines denote connection via curated KEGG pathways. See also Figure 1—figure supplements 1–8. **DOI:** http://dx.doi.org/10.7554/eLife.05920.003

**Figure 1—figure supplement 1.**
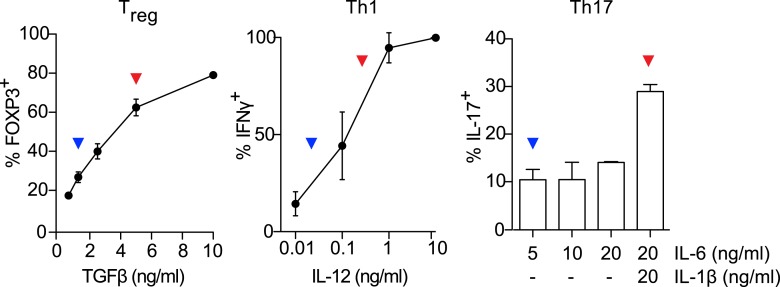
Titrating Th differentiation conditions. Titrating cytokines for T_reg_, Th1, and Th17 conditions identifies sub-maximal (blue arrowheads) and near-maximal (red arrowheads) lineage-promoting conditions. **DOI:** http://dx.doi.org/10.7554/eLife.05920.004

**Figure 1—figure supplement 2.**
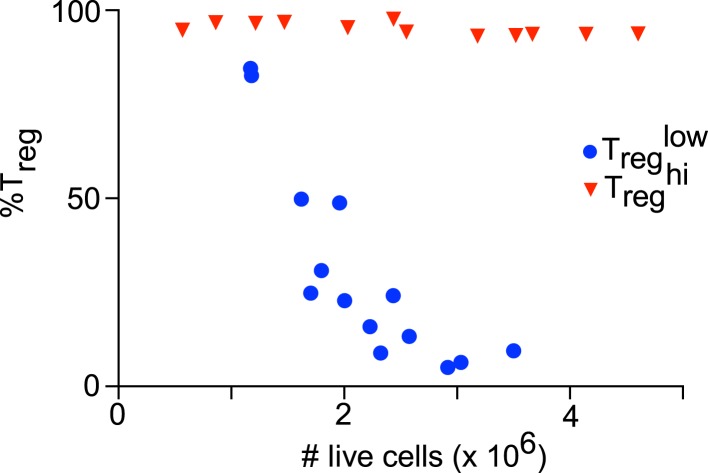
Culture cellularity affects T_reg_ differentiation. T_reg_^low^ (blue) stimulation with varying initial cell numbers recapitulates the inverse relationship between final culture cellularity and percentage of FOXP3-expressing cells. T_reg_^hi^ (red) conditions generate uniformly high levels of FOXP3-expressing cells independent of culture cellularity. **DOI:** http://dx.doi.org/10.7554/eLife.05920.005

**Figure 1—figure supplement 3.**
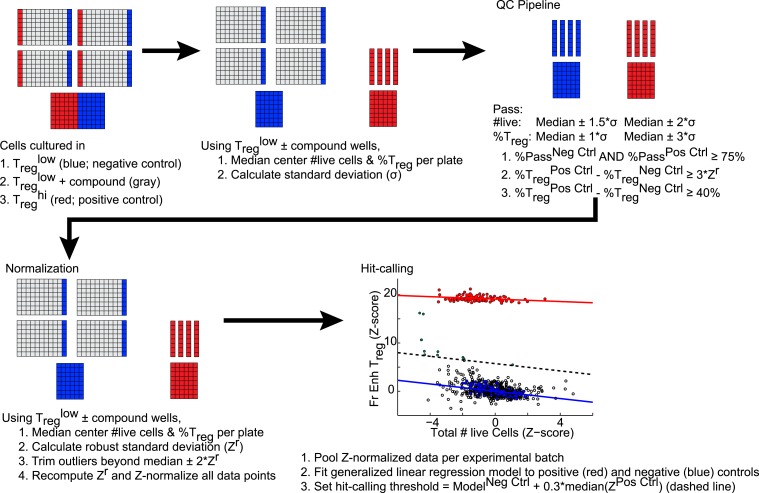
Schematic of analytic and hit-calling pipeline. **DOI:** http://dx.doi.org/10.7554/eLife.05920.006

**Figure 1—figure supplement 4.**
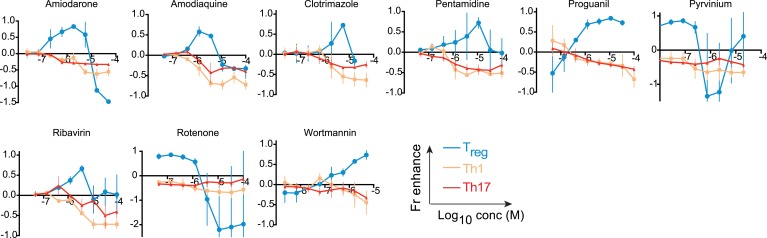
Effect of compounds (LD_50_/EC_50_ < 2) on Th differentiation. Dose-response curves showing compound effect on fractional enhancement of T_reg_ (blue), Th1 (orange), and Th17 (red) lineages. **DOI:** http://dx.doi.org/10.7554/eLife.05920.007

**Figure 1—figure supplement 5.**
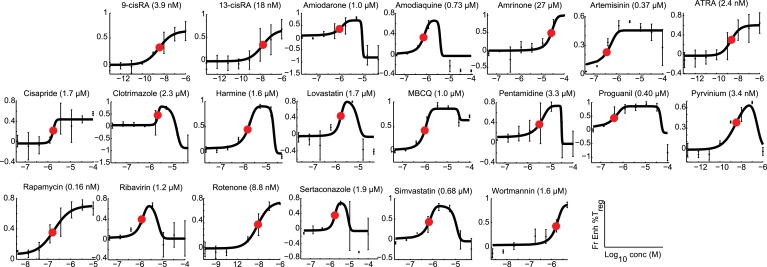
Modeling analyses to calculate EC_50_ values, indicated in parentheses, for all 21 T_reg_-specific enhancers. **DOI:** http://dx.doi.org/10.7554/eLife.05920.008

**Figure 1—figure supplement 6.**
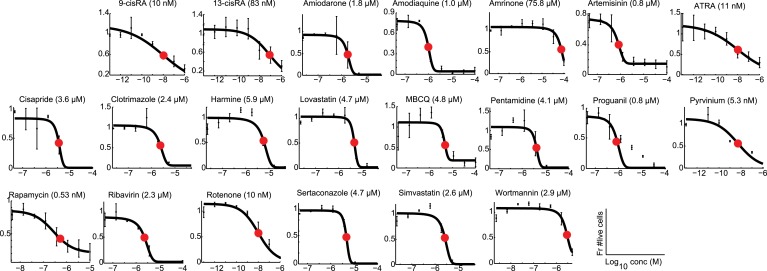
Modeling analyses to calculate LD_50_ values, indicated in parentheses, for all 21 T_reg_-specific enhancers. **DOI:** http://dx.doi.org/10.7554/eLife.05920.009

**Figure 1—figure supplement 7.**
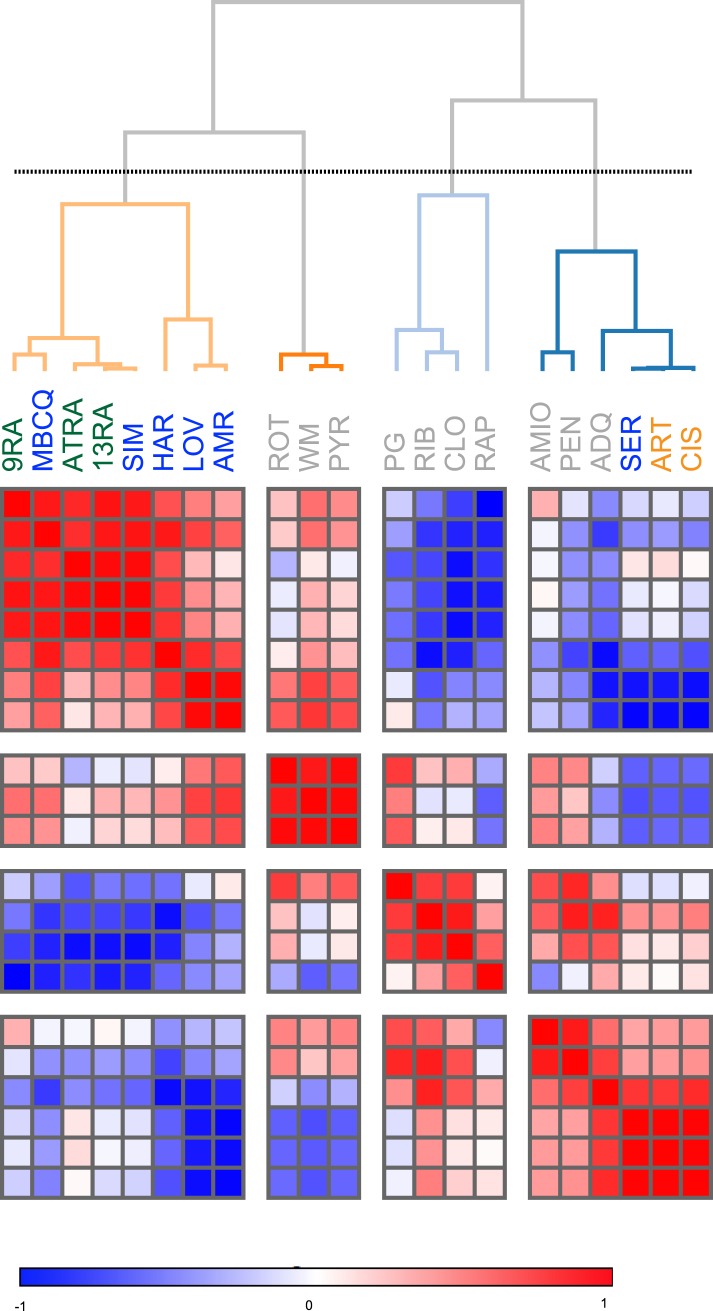
Similarity clustering analysis of combined T_reg_, Th1 and Th17 phenotypic data. **DOI:** http://dx.doi.org/10.7554/eLife.05920.010

**Figure 1—figure supplement 8.**
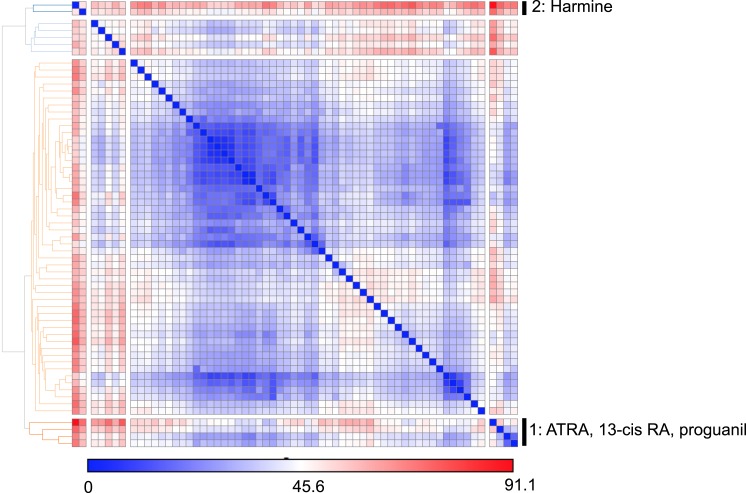
Euclidean distance clustering analysis of gene expression data from cell lines treated with T_reg_ enhancers first analyzed by principal component analysis. **DOI:** http://dx.doi.org/10.7554/eLife.05920.011

To find small molecules that enhance T_reg_ cell differentiation, T_reg_^low^ conditions were used to screen 3281 compounds comprising FDA-approved drugs and tool compounds with known mechanisms (Shaw et al., 2013). Our studies revealed a previously unreported negative correlation between the number of live cells in culture and the percentage of FOXP3^+^ cells in T_reg_^low^ conditions, not observed in T_reg_^hi^, Th1^low/hi^ or Th17^low/hi^ conditions (Figure 1—figure supplement 2). Because the compounds tested exhibit variable effects on cellularity, we accounted for corresponding effects on T_reg_ cell differentiation using a linear regression model (Figure 1—figure supplement 3). Numerous compounds previously reported to enhance T_reg_ cell differentiation were recovered, including the hypolipidemic statins (lovastatin and simvastatin), artemisinin and ATRA as well as related retinoic acids (9-*cis* retinoic acid and 13-*cis* retinoic acid), validating our experimental approach (Coombes et al., 2007; Mucida et al., 2007; Sun et al., 2007; Kagami et al., 2009; Kim et al., 2010; Zhao et al., 2012). The fractional enhancement of the weakest of these known enhancers (artemisinin, 0.3) was used as a minimum threshold to find all compounds that enhance T_reg_ cell differentiation at least as strongly. By this criterion, 70 compounds were selected for retesting.

### Finding compounds that specifically enhance T_reg_ cell differentiation

The compounds prioritized by our efforts described above were retested (using T_reg_^low^ conditions) at 8 doses that typically covered over a 1000-fold difference in concentration, allowing us to capture more optimal concentrations at which a compound might work (Figure 1B). In order to filter for compounds that only enhance T_reg_ cell differentiation, these compounds were also tested under Th1^low^ and Th17^low^ conditions to quantitate their ability to enhance differentiation of pro-inflammatory lineages. Our results also consolidate and validate that the previously described T_reg_ enhancers, including the statins, retinoic acids and artemisinin, specifically enhance T_reg_ differentiation. Simultaneously testing multiple Th lineages and drug concentrations allows a more complete characterization of the effects of a compound on Th differentiation and furthers mechanistic conclusions. We identified 14 compounds hitherto unreported to specifically enhance differentiation of T_reg_, but neither Th1 nor Th17, cells (Figure 1B,C and Figure 1—figure supplement 4).

### Novel T_reg_ cell enhancers are mechanistically distinct from rapamycin

To demonstrate that these novel T_reg_ cell enhancers work distinctly from known canonical pathways, we assessed their activity on mTOR activity. We selected this pathway for three primary reasons. Firstly, the role of mTOR inhibition on enhancing T_reg_ cell differentiation has been well described. Secondly, rapamycin is a well-known mTOR inhibitor and enhancer of T_reg_ cell differentiation, and thus provides a good positive control. Finally, mTOR activity is relatively easily assessed, for example by assessing the phosphorylation state of S6, which is phosphorylated in the course of mTOR activation. Thus, mTOR inhibition leads to fewer phospho-S6^+^ cells by flow cytometry. We characterized the effect of all 21 T_reg_ cell enhancers on S6 phosphorylation in primary CD4^+^ T cells cultured under T_reg_^low^ conditions (Figure 1D). Only rapamycin, the positive control, significantly inhibited S6 phosphorylation (1-way ANOVA with Dunnett correction, threshold p < 0.05). Thus, all 14 novel T_reg_ cell enhancers appear to work independently of mTOR and potentially point to undiscovered mechanisms.

### Prioritizing T_reg_ cell enhancers for further investigation

We sought to identify compounds with minimal impact on cellularity, given its relationship with T_reg_ cell differentiation. To this end, the LD_50_ and EC_50_ were determined as the doses at which 50% cytotoxicity and 50% T_reg_ cell enhancement are observed, respectively (Figure 1—figure supplements 5, 6). Compounds were classified according to both the LD_50_/EC_50_ ratio (analogous to the therapeutic index) and the maximal enhancement of T_reg_ cell differentiation, with ideal compounds performing maximally for both parameters (Figure 1C, blue circles). Many compounds, including rapamycin, exhibited significant cytotoxicity with an LD_50_/EC_50_ ratio near 1 (Figure 1C, gray triangles). All 21 T_reg_ cell-specific enhancers were additionally tested under Th1^hi^ and Th17^hi^ conditions to accurately quantitate their capacity to inhibit differentiation into these pro-inflammatory lineages (Figure 1E). Th17 cell differentiation was typically more inhibited (≥40%) than Th1, likely related to T_reg_ cells and Th17 cells arising from a common progenitor (Figure 1E) (Zhou et al., 2008).

Unsupervised analysis of this phenotypic data revealed high similarity between artemisinin, cisapride and sertaconazole, including moderate enhancement of T_reg_ cell differentiation and potent inhibition of both Th1 and Th17 cell differentiation, which may reflect effects on common pathways and direct future studies (Figure 1C and Figure 1—figure supplement 7). Importantly, these results prioritized MBCQ, harmine, and amrinone as novel enhancers of T_reg_ cell differentiation with favorable phenotypic profiles (Figure 1—figure supplement 7).

In order to further explore potential mechanistic relationships between these T_reg_ cell enhancers, we applied previously described chemoinformatic approaches. Similarity Ensemble Approach (SEA) is one such method that utilizes similarities in chemical structure between compounds to predict the likelihood that they could bind common protein targets that have been defined in previous efforts (Keiser et al., 2007). Applying SEA to our list of T_reg_ cell enhancers generated several clusters of compounds predicted to bind the same protein (Figure 1F, black lines). Additionally, we recognized a need to account for relationships between these clusters, for example with compounds acting on separate proteins that act within the same pathway. These connections were identified using a manually curated list of KEGG pathways that excludes overly generic and largely populated pathways (e.g., Pathways in Cancer) that would report spurious relationships (Figure 1F, green lines) (Goel et al., 2014). These results suggested inter-relationships between most of our compounds with two outlier pairs, one comprising the statins and the other comprising harmine and MBCQ (Figure 1F).

The L1000 method had previously been used to generate gene expression data from three different cell lines treated with numerous compounds, including most of the T_reg_ cell enhancers identified here (expression data in GSE5258) (Lamb et al., 2006). Principal component analysis was used to analyze changes in gene expression after treatment with T_reg_ cell enhancers. These results indicated significant commonalities between most of the T_reg_ cell enhancers identified here, with harmine and the retinoic acids generating the most distinct profiles (Figure 1—figure supplement 8). Together, our results prioritize harmine for its favorable phenotypic profile and likelihood of mechanistic novelty, given its distinct properties in our chemoinformatic analyses.

### Harmine-enhanced T_reg_ cells suppress T cell proliferation in vitro

To further validate our interest in the physiologic relevance of harmine's ability to enhance T_reg_ cell differentiation, we tested the functionality of T_reg_ cells generated under T_reg_^low^ + harmine (henceforth abbreviated as T_reg_^HAR^) conditions extensively. First, we used an in vitro suppression assay, where T_reg_ cells are co-cultured at increasing dilutions with CFSE-labeled responder CD4^+^ T cells and their ability to suppress responder T cell proliferation upon anti-CD3/CD28 stimulation is assessed. Naïve CD4^+^ T cells from *Foxp3*^*IRES-GFP*^ mice were cultured under either T_reg_^HAR^ or T_reg_^hi^ conditions and the resulting GFP^+^ T_reg_ cells were sorted by FACS. Sorted T_reg_ cells generated using either T_reg_^hi^ or T_reg_^HAR^ conditions equivalently suppressed the proliferation of co-cultured responder CD4^+^ T cells in vitro at each dilution, indicating equal efficacy between both populations of T_reg_ cells (Figure 2A, red and blue lines). Both populations worked better than sorted tT_reg_ cells, likely because they are pre-activated (Figure 2A, orange line).

**Figure 2.**
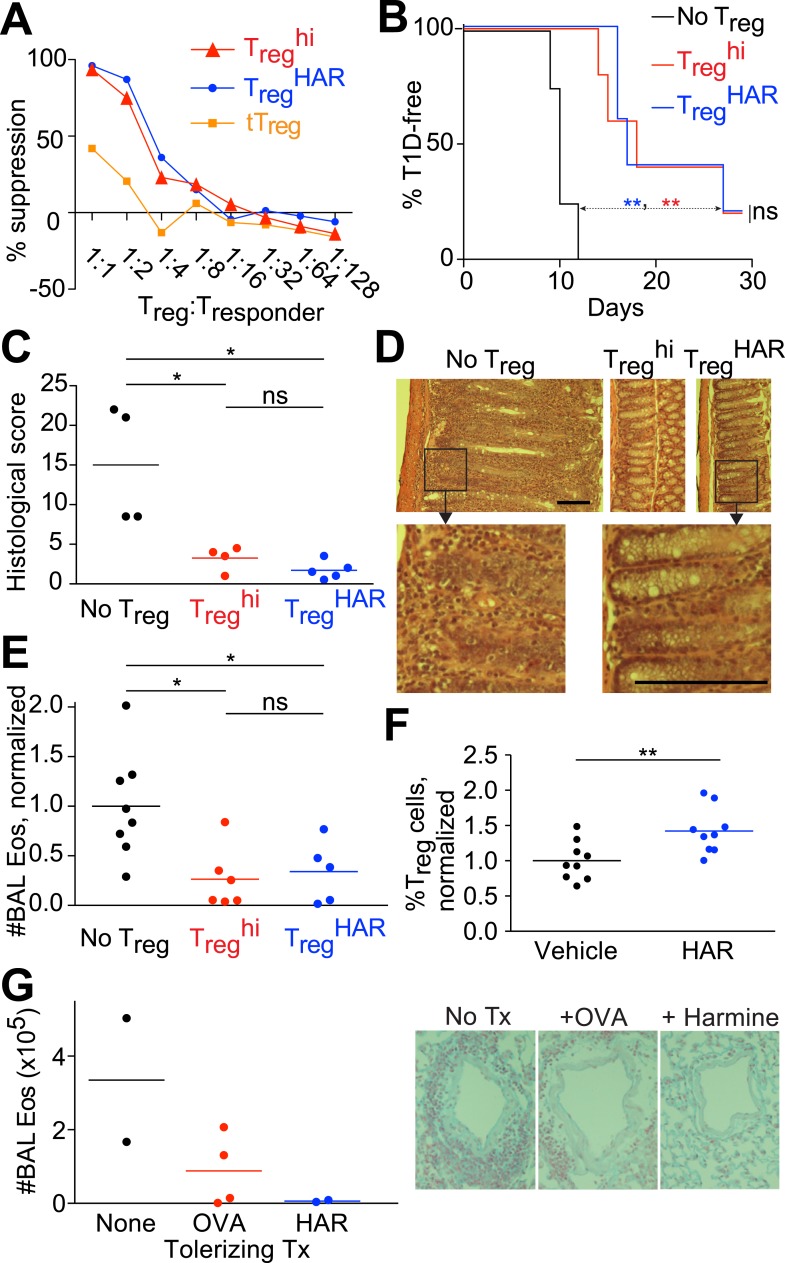
Harmine-enhanced T_reg_ cells and harmine attenuate inflammation. (**A**–**E**) Experiments comparing the suppressive activity of T_reg_ cells generated under either T_reg_^HAR^ (blue) or T_reg_^hi^ (red) conditions; conditions without T_reg_ cells are shown in black. All data representative of at least 2 independent experiments; in vivo experiments used at least 3 mice per cohort. (**A**) In vitro suppression assay, with unstimulated tT_reg_ cells in orange. (**B**) T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells similarly delay onset of diabetes in the NOD-*BDC2.5* model of type 1 diabetes. (**C**) Comparable inhibition of inflammation by T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells in the CD45RB^hi^ transfer model of colitis. Representative images are shown in (**D**). Bars represent 100 μm. (**E**) Similar inhibition of airway inflammation by T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells, as measured by number of eosinophils (Eos) in bronchoalveolar lavage (BAL) fluid, in a model of asthma. (**F**) Comparison of T_reg_ cells (as a percentage of total CD4^+^ T cells) in the thoracic lymph nodes of mice treated with intranasal harmine, vs mock treatment. (**G**) Intranasal administration of harmine prior to immunization inhibits recall airway inflammation in the asthma model. Right, representative images of inflammation around airway vessels. **p < 0.01, *p < 0.05, ns, not significant, Mantel-Cox test (**B**, **C**) and Student's t-test (**E**, **F**). See also Figure 2—figure supplements 1–2. **DOI:** http://dx.doi.org/10.7554/eLife.05920.012

**Figure 2—figure supplement 1.**
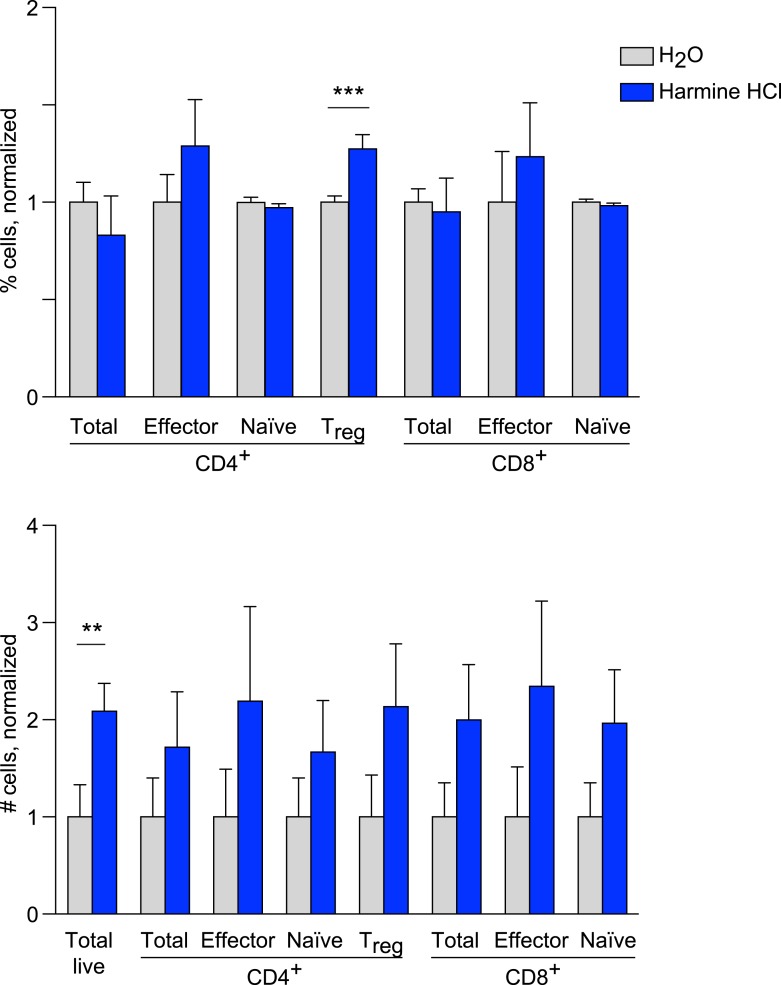
Effects of harmine treatment in vivo on T cell populations. Mice were administered either intranasal harmine HCl (blue) or water (gray). T cell populations in thoracic lymph nodes were quantitated as shown, demonstrating relative percentages (above) and absolute numbers (below). All statistically significant differences are indicated, **p < 0.01, ***p < 0.001, Student's t-test with Holm-Sidak correction. **DOI:** http://dx.doi.org/10.7554/eLife.05920.013

**Figure 2—figure supplement 2.**
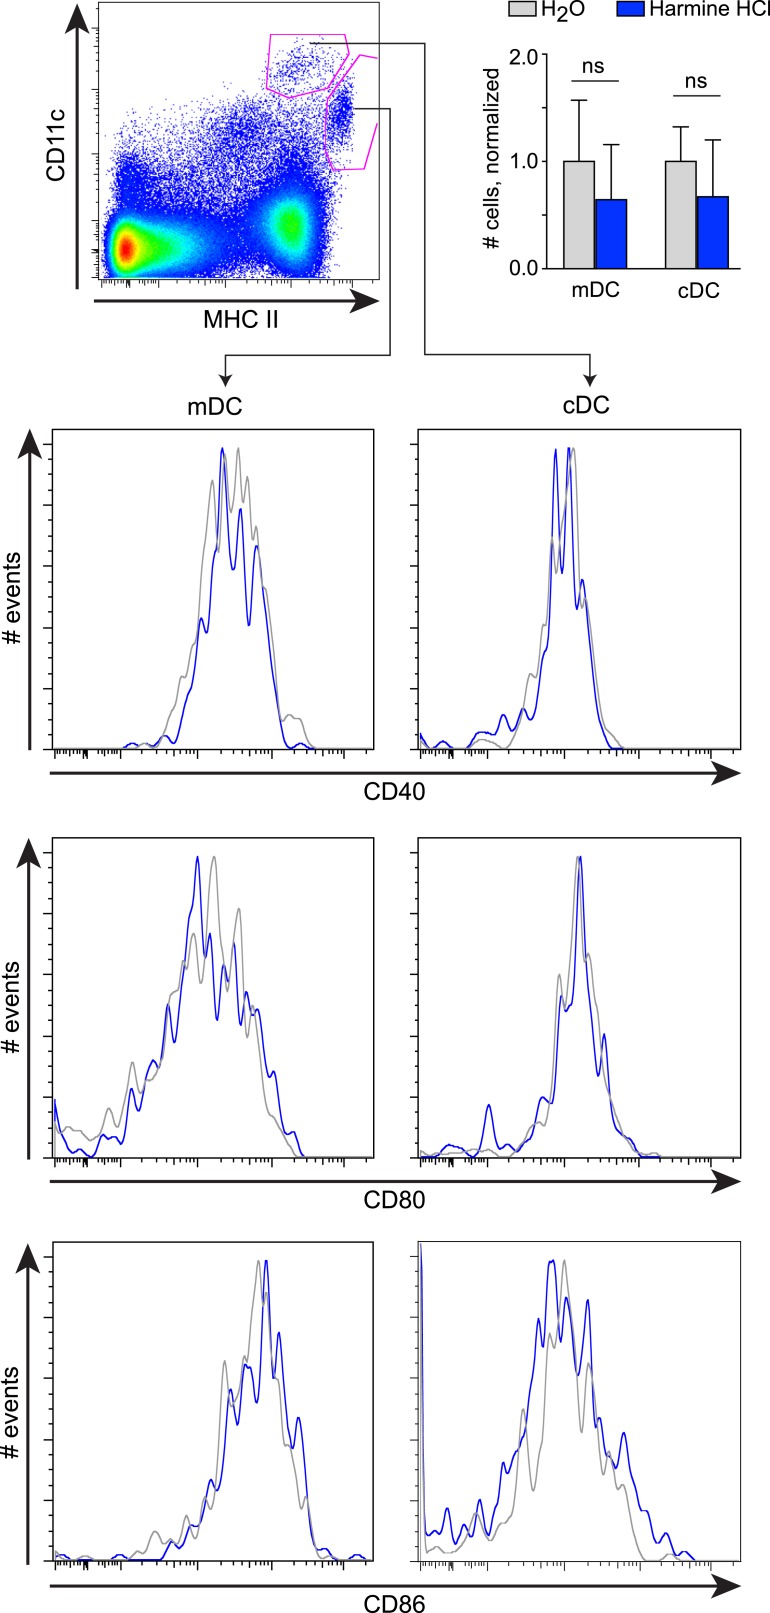
Effects of harmine treatment in vivo on antigen-presenting cell populations. Mice were administered either intranasal harmine HCl (blue) or water (gray). Migratory and classical dendritic cells (mDC and cDC, respectively) in thoracic lymph nodes were quantitated (top right), and their respective expression of costimulatory molecules (CD40, CD80, and CD86) compared. ns, not significant, Student's t-test. **DOI:** http://dx.doi.org/10.7554/eLife.05920.014

### Harmine-enhanced T_reg_ cells attenuate disease in three experimental models of inflammation

We also compared the ability of T_reg_^hi^- and T_reg_^HAR^-T_reg_ cells to inhibit inflammation in vivo. For this purpose, we selected three experimental models in which inflammation is mediated by T cells and can be suppressed by T_reg_ cells. These models were also selected to represent different genetic backgrounds, inflammation in different sites and different T_reg_ cell antigen specificities.

In a model of T1D induced by transfer of NOD*-BDC2.5*^*+*^ CD4^+^ T cells into NOD*-scid* recipients, diabetes developed rapidly approximately 10 days later without any intervention (Figure 2B, black line). When antigen-specific T_reg_ cells generated from NOD*-BDC2.5.Foxp3*^*IRES-GFP*^ mice under either T_reg_^HAR^ or T_reg_^hi^ conditions were co-transferred, a consistent and indistinguishable delay of onset of diabetes was observed, with median time of diabetes onset being delayed by at least 7 days (Figure 2B, blue and red lines) (Herman et al., 2004; Tarbell et al., 2004).

Using a well-described T cell-dependent model of colitis, transfer of C57Bl/6 CD4^+^CD45RB^hi^ T cells into C57Bl/6-*Rag1*^*−/−*^ hosts led to intestinal inflammation 8 weeks later (Figure 2C,D, no T_reg_) (Powrie et al., 1993). This mucosal inflammation was significantly attenuated when antigen-naïve T_reg_ cells generated from C57Bl/6-*Foxp3*^*IRES-GFP*^ mice under T_reg_^hi^ conditions were transferred, as determined by histological scoring of intestinal sections by blinded observers (Figure 2C,D) (Smith et al., 2013). Transfer of T_reg_ cells generated under T_reg_^HAR^ conditions attenuated intestinal inflammation to a level indistinguishable from that achieved by transfer of T_reg_^hi^-T_reg_ cells (Figure 2C,D).

Finally, the functionality of T_reg_^HAR^-T_reg_ cells was tested in a model of airway inflammation. Here, C57Bl/6 mice are sensitized against ovalbumin and subsequent challenge with intratracheally administered ovalbumin leads to airway inflammation (Figure 2E) (Grainger et al., 2010). This inflammation was attenuated when antigen-naïve T_reg_ cells generated from C57Bl/6-*Foxp3*^*IRES-GFP*^ mice under T_reg_^hi^ conditions were transferred prior to the intratracheal challenge (Figure 2E). Importantly, transfer of T_reg_ cells generated under T_reg_^HAR^ conditions led to a comparable suppression of inflammation (Figure 2E).

### Harmine promotes T_reg_ cell differentiation in vivo and attenuates airway inflammation

The observation that harmine promotes the differentiation of T_reg_ cells, at least in vitro, that appear fully functional raises the interesting hypothesis that treatment with harmine itself could attenuate inflammation in vivo. Rapid first pass metabolism (<2 hr) consistent with prior reports confounded the interpretation of systemic delivery experiments (Callaway et al., 1999). Reasoning that application of harmine to mucosal surfaces might allow for relatively prolonged local presence, we treated mice with harmine intranasally for 5 days and examined the effect on T_reg_ cells in the draining lymph nodes. Compared to mice treated only with vehicle (water), mice treated with harmine exhibited a statistically significant increase (∼20%) in the frequency of T_reg_ cells in the draining thoracic lymph nodes; increases in absolute numbers of effector T cell subsets did not reach statistical significance (Figure 2F and Figure 2—figure supplement 1). Analyses of dendritic cell populations did not show any effect of treatment with harmine on expression of T_reg_-relevant costimulatory molecules, consistent with the notion that harmine predominantly acts directly on CD4^+^ T cells to affect T_reg_/Th17 differentiation in this model (Figure 2—figure supplement 2). To determine if this pro-T_reg_ effect might impact inflammation, we adapted the model of airway inflammation described above, where sensitivity to ovalbumin is induced by immunization. Intranasal administration of ovalbumin 5–7 days prior to immunization attenuated the airway inflammation induced by subsequent intratracheal challenge (Figure 2G). This finding supports the notion that exogenous signals can modulate the inflammatory response mounted at the time of immunization. Strikingly, intranasal administration of only harmine during this window inhibited airway inflammation at least as potently as tolerization with ovalbumin (Figure 2G).

### Harmine reciprocally regulates T_reg_ and Th17 cell differentiation through a novel mechanism

Our results demonstrate that harmine is a novel, potent, and specific enhancer of T_reg_ cell differentiation with physiologically relevant effects (Figures 1B, 3A). In addition to its pro-T_reg_ effect, harmine strongly inhibits Th17 cell differentiation (Figure 3A). Notably, even in pro-inflammatory Th17^low^ or Th17^hi^ conditions, harmine modestly promotes the paradoxical differentiation of T_reg_ cells approximately twofold (Figure 3A). At the doses used, harmine does not significantly affect culture cellularity, unlike ATRA and rapamycin (Figure 3B). This observation is further substantiated by CFSE studies of cellular proliferation, which show that harmine causes a modest 24% reduction in proliferating cells at day 3 that falls to undetectable levels by day 4, less than half the reduction caused by rapamycin (Figure 3—figure supplement 1). Accordingly, harmine enhances absolute numbers of T_reg_ cells to levels approaching T_reg_^hi^ conditions and decreases absolute numbers of Th17 cells (Figure 3B and Figure 3—figure supplement 2). Importantly, similar effects are observed using human CD4^+^ T cells, with addition of harmine potently enhancing both percentage and absolute numbers of T_reg_ cells beyond even T_reg_^hi^ conditions (Figure 3C). These findings underscore the physiologic relevance of harmine-related pathways to human Th differentiation.

**Figure 3.**
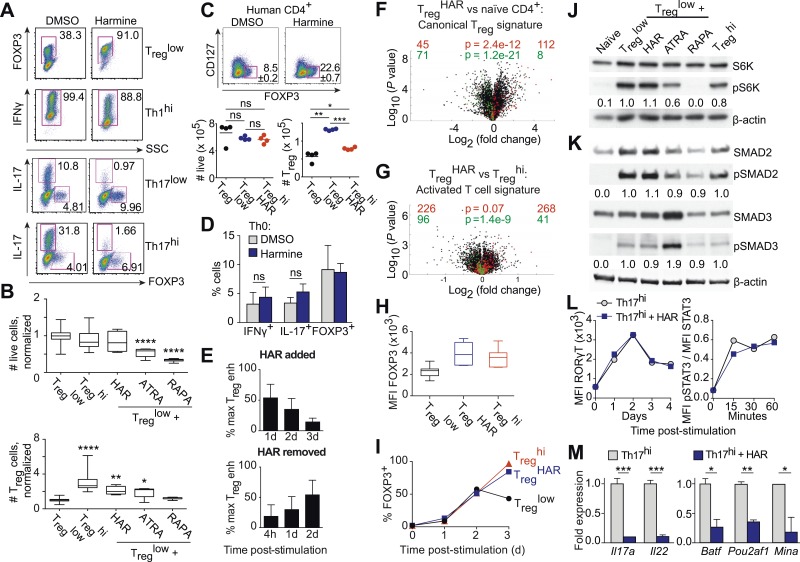
Harmine's effects on canonical T_reg_/Th17 pathways. All data representative of at least 2 independent experiments. (**A**) Effect of harmine on murine T_reg_, Th1 and Th17 differentiation. (**B**) Effect of harmine on absolute numbers of total live and T_reg_ cells. (**C**) Effect of harmine on human T_reg_ differentiation. (**D**) Effect of harmine on Th differentiation under Th0 conditions as shown by percentage of cells with indicated markers. (**E**) Harmine's pro-T_reg_ effect when added or removed at different times after T_reg_^low^ stimulation as shown by percentage of maximal T_reg_ enhancement (% max T_reg_ enh). (**F** and **G**) Volcano plots comparing p value vs fold change in gene expression in naïve CD4^+^ T cells, T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells as indicated. Previously reported signature genes for T_reg_ cells (**F**) and activated T cells (**G**) are highlighted in red (upregulated) and green (downregulated). Numbers on the right and left reflect genes that are up- and down-regulated in the indicated comparison respectively with χ^2^ test p values in the middle. (**H**) Median fluorescence intensity (MFI) of FOXP3 in T_reg_ cells generated under indicated conditions. (**I**) Time-course analysis of FOXP3 expression in cells cultured under indicated conditions. (**J** and **K**) Western blot analyses showing effect of T_reg_ enhancers on S6 kinase, SMAD2 and SMAD3 phosphorylation when added under T_reg_^low^ conditions. Numbers denote fractional phosphorylation relative to T_reg_^low^ conditions. (**L**) Effect of harmine (blue) on RORγT expression and STAT3 phosphorylation in Th17^hi^ conditions (gray). (**M**) qPCR analyses showing effects of harmine on key Th17 genes at 4 days (left) and 2 hours (right) after stimulation. Gray and blue bars represent Th17^hi^ and Th17^hi^ + harmine conditions, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, not significant, Student's t-test with Holm-Sidak correction (**B**, **C**, **D**, **M**). See also Figure 3—figure supplements 1–5. **DOI:** http://dx.doi.org/10.7554/eLife.05920.015

**Figure 3—figure supplement 1.**
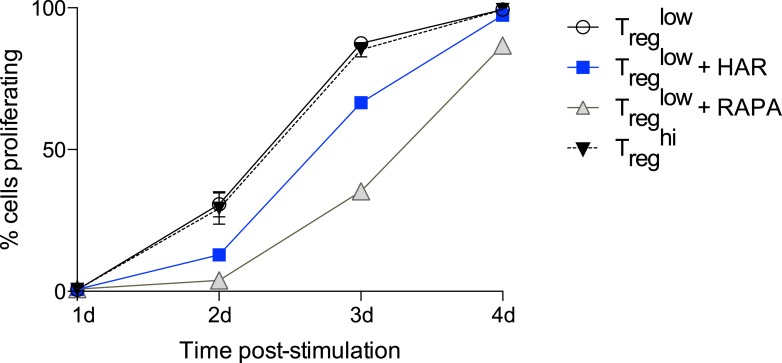
Effect of harmine on cellular proliferation. CFSE-labelled CD4^+^ T cells were stimulated under T_reg_^low^ conditions and proliferation assessed daily. The effect of adding harmine, rapamycin, or high TGFβ (T_reg_^hi^) was compared as shown. **DOI:** http://dx.doi.org/10.7554/eLife.05920.016

**Figure 3—figure supplement 2.**
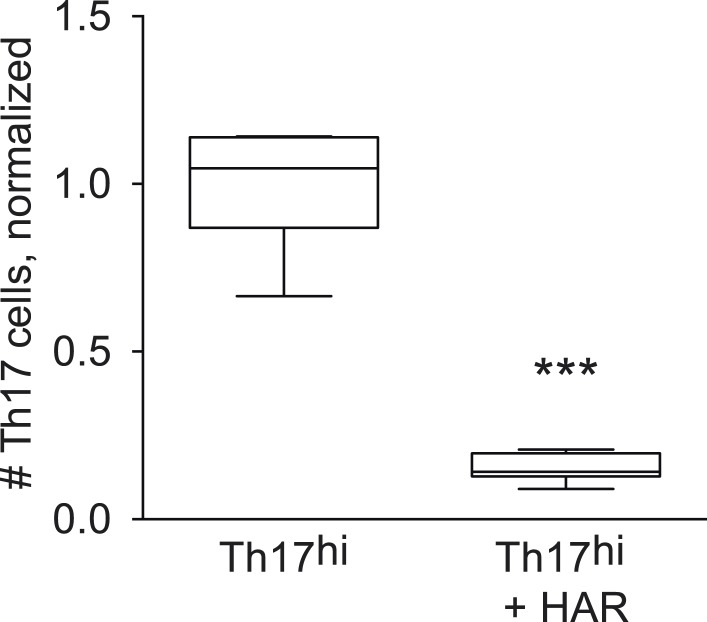
Effect of harmine on absolute numbers of Th17 cells. ***p < 0.001, Student's t-test. **DOI:** http://dx.doi.org/10.7554/eLife.05920.017

**Figure 3—figure supplement 3.**
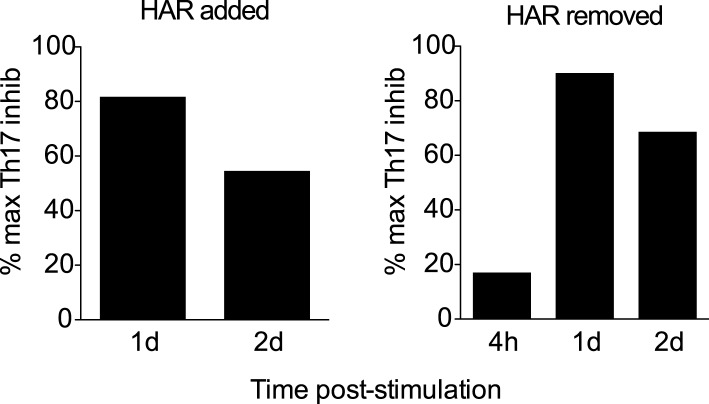
Effect of addition or removal of harmine at different times on Th17 differentiation. **DOI:** http://dx.doi.org/10.7554/eLife.05920.018

**Figure 3—figure supplement 4.**
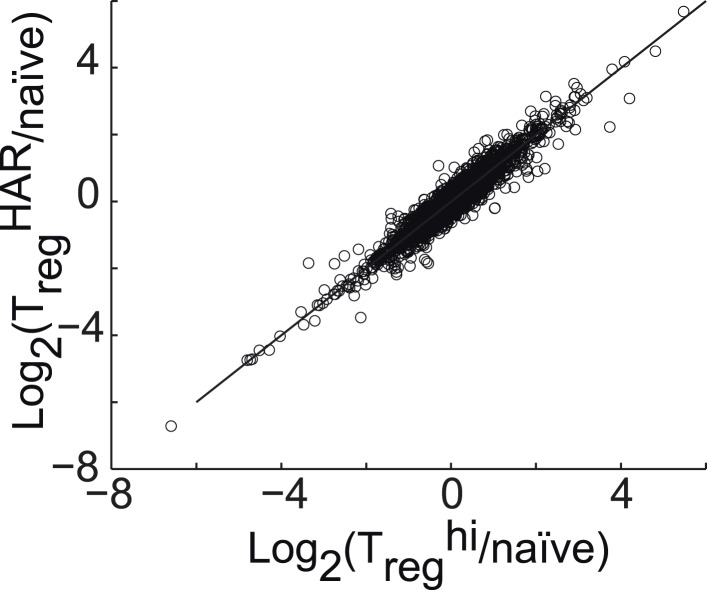
Correlation between gene expression in T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells, relative to naïve CD4^+^ T cells. **DOI:** http://dx.doi.org/10.7554/eLife.05920.019

**Figure 3—figure supplement 5.**
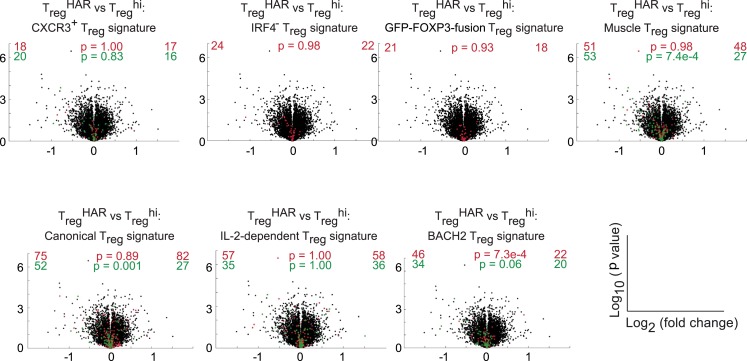
Qualitative analyses of genomewide expression in T_reg_^HAR^-T_reg_ cells. Previously described methods were used to identify similarities between T_reg_^HAR^-T_reg_ cells and other specialized T_reg_ subsets (Joller et al., 2014). Volcano plots compare relative expression of genes in T_reg_^hi^-T_reg_ cells and T_reg_^HAR^-T_reg_ cells. Overlaid are genes of previously identified signatures; red and green reflect genes up- and down-regulated in these signatures respectively. Numbers on the right and left reflect genes that are up- and down-regulated in the indicated comparison respectively with χ^2^ test p values in the middle. **DOI:** http://dx.doi.org/10.7554/eLife.05920.020

In the context of neutral Th0 conditions, addition of harmine does not skew Th differentiation towards any lineage, demonstrating that harmine's pro-T_reg_ effect requires exogenous TGF-β1 (Figure 3D). Thus, harmine does not substitute for TGF-β1 but rather acts in conjunction with TGF-β1. In order to better characterize how harmine acts to enhance T_reg_ cell differentiation, CD4^+^ T cells were cultured in T_reg_^low^ conditions and harmine was added 1, 2 or 3 days later. If the molecular targets of harmine were only expressed early in Th differentiation, then addition of harmine at later time points would have no effect on T_reg_ cell differentiation. Our results show that adding harmine as late as day 3 (out of 4) of culture still significantly enhances T_reg_ cell differentiation (Figure 3E, top panel). The converse experiments, where culture is initiated in T_reg_^HAR^ conditions and harmine removed 4 hr, 1 day or 2 days later, showed complementary results. The earlier harmine was removed, the less T_reg_ cell differentiation was enhanced, although enhancement could be detected with as little as 4 hr of exposure to harmine (Figure 3E, bottom panel). These results not only reinforce the conclusion that the targets of harmine that impact Th differentiation are present throughout the process of differentiation, but also demonstrate that harmine does not impart long-lasting epigenetic signals. If that were the case, maximal T_reg_ cell enhancement would be observed even if harmine were removed after a short time. Corresponding reciprocal results were obtained when harmine was either added or removed at different times in the context of Th17 cell differentiation (Figure 3—figure supplement 3).

To determine the effect of harmine on gene expression in T_reg_ cells, RNA was isolated from FACS-sorted T_reg_ cells, generated under either T_reg_^HAR^ or T_reg_^hi^ conditions, and analyzed by Illumina microarray (data in GSE67961). These results revealed significant similarity between the expression profiles of T_reg_^hi^- and T_reg_^HAR^-T_reg_ cells (Pearson correlation coefficient = 0.95, Figure 3—figure supplement 4). As might be expected from this result, T_reg_^HAR^-T_reg_ cells showed concordant regulation of previously described canonical T_reg_ cell signature genes (Figure 3F) (Feuerer et al., 2010). We found no evidence of significant similarity to T_reg_ cells specialized to suppress Th1, Th2 or Th17 cells (CXCR3^+^, IRF4^+^ and GFP-FOXP3-fusion T_reg_ cells respectively, Figure 3—figure supplement 5) (Joller et al., 2014). However, compared to T_reg_^hi^-T_reg_ cells, T_reg_^HAR^-T_reg_ cells showed a bias suggesting increased activation (Figure 3G) (Joller et al., 2014). In addition, flow cytometry studies showed that, after gating on FOXP3^+^ T_reg_ cells, T_reg_^HAR^-T_reg_ cells express FOXP3 at levels at least as high as, if not higher than, those of T_reg_^hi^-T_reg_ cells (Figure 3H). Together, these results suggest that harmine promotes the differentiation of T_reg_ cells that are of similar to superior function as compared to those driven by high levels of TGF-β1 alone.

### Harmine does not impact canonical pathways of T_reg_ cell differentiation

We next examined harmine's effects on 3 canonical pathways of T_reg_ cell differentiation, namely FOXP3 expression, mTOR activity and TGF-β1/SMAD signaling. To determine if harmine promotes earlier expression of FOXP3, we analyzed FOXP3 expression by flow cytometry at daily intervals during T_reg_ cell differentiation. The kinetics of FOXP3 expression between T_reg_^low^, T_reg_^hi^ and T_reg_^HAR^ conditions were indistinguishable between days 0–2 (Figure 3I). At day 3, the percentage of FOXP3^+^ cells consistently decreased in T_reg_^low^ conditions, while increasing identically in T_reg_^hi^ and T_reg_^HAR^ conditions (Figure 3I). These results argue against the notion that harmine enhances T_reg_ cell differentiation by driving earlier expression of FOXP3. They also suggest that high levels of TGF-β1 do not accelerate the early kinetics of FOXP3 expression, and the enhanced T_reg_ cell differentiation seen in T_reg_^hi^ conditions may reflect either stabilization of the FOXP3^+^ state and/or higher TGF-β1 levels available at later timepoints to continue driving T_reg_ cell differentiation.

To complement our flow cytometric studies of mTOR activity, we measured phosphorylation of another protein, S6-kinase, by Western blot. Again, only rapamycin inhibited S6-kinase phosphorylation, confirming that harmine does not inhibit mTOR activity (Figure 3J).

Finally, we measured phosphorylation of SMAD2 and SMAD3 to determine if harmine enhances TGF-β1 signaling through these canonical molecules. Phosphorylation of both SMAD2 and SMAD3 was increased upon stimulation under T_reg_^low^ conditions compared to naïve CD4^+^ T cells, consistent with engagement of TGF-β1 signals (Figure 3K). As previously reported, addition of ATRA leads to increased phosphorylation of SMAD3, but not SMAD2 (Figure 3K) (Xiao et al., 2008). Importantly, there was no further increase in SMAD2/3 phosphorylation upon further addition of harmine, rapamycin, or TGF-β1 (Figure 3K). Taken together, these data indicate that harmine does not enhance T_reg_ cell differentiation by amplifying signaling through these canonical pathways. Notably, our finding that T_reg_^hi^ conditions do not enhance SMAD2/3 phosphorylation beyond T_reg_^low^ conditions further demonstrates that TGF-β1 itself engages pertinent and quantitative SMAD2/3-independent signals outside of tT_reg_ cells (Figure 3K).

### Harmine does not impact canonical pathways of Th17 cell differentiation

Th17 cell differentiation centrally involves IL-6 signaling through STAT3, which in turn leads to expression of RORγT, the hallmark Th17 transcription factor. Kinetic analyses showed increased STAT3 phosphorylation and RORγT expression upon activation in Th17^hi^ conditions (Figure 3L). No difference was observed when harmine was added, indicating that neither signaling event is affected by harmine (Figure 3L). We verified by qPCR that harmine inhibits expression not only of the effector molecules *Il17a* and *Il22*, but also of several key regulators of the Th17 pathway, including *Batf*, *Pou2af1* and *Mina* (Figure 3M) (Schraml et al., 2009; Yosef et al., 2013). These results suggest that harmine works on novel target(s) to modulate T_reg_ and Th17 cell differentiation and highlight a druggable point between STAT3/RORγT signaling and other Th17 transcription factors.

### Generating a genetic signature of harmine-enhanced T_reg_ cells suggests relevance to IBD

To gain insight into harmine-regulated genes and pathways, we compared the expression profiles of T_reg_^HAR^-T_reg_ cells and T_reg_^hi^-T_reg_ cells. Since harmine also inhibits Th17 cell differentiation, we focused on a 111-gene signature that was concordantly up/down-regulated in T_reg_^HAR^-T_reg_ cells vs T_reg_^hi^-T_reg_ cells, as well as in human T_reg_ cells vs Th17 cells (Figure 4A) (Zhang et al., 2013). To assess if these effects might be relevant to human disease, we evaluated the overlap between these 111 genes (and the 16 transcription factors whose binding sites were overrepresented therein) with the 1437 genes that lie within IBD-associated loci as previously reported (Jostins et al., 2012; Okada et al., 2014). The overlap of 16 genes represented a significant (p < 0.01) enrichment of 1.76-fold, suggesting that harmine impacts T_reg_ cell-relevant genes implicated in IBD (Figure 4B). Of these, we were particularly interested in BACH2, a transcription factor linked to T_reg_ cell development and inflammation, as well as to pediatric IBD (Christodoulou et al., 2013; Roychoudhuri et al., 2013). BACH2-deficient mice exhibit a progressive wasting disease with autoantibody formation and inflammation in the lung and gut leading to decreased survival due, at least in part, to defective T_reg_ cell development and function (Roychoudhuri et al., 2013). Independent qPCR experiments confirmed differential expression of 5 of the 6 T_reg_^HAR^ signature genes with predicted BACH2 binding sites, supporting the notion that harmine enhances T_reg_ cell differentiation at least in part by modulating BACH2 signaling (Figure 4C). During polarization of naïve CD4^+^ T cells under pro-T_reg_ conditions, BACH2 stabilizes T_reg_ differentiation by suppressing transcriptional programmes associated with other Th lineages; a corresponding BACH2-dependent signature has been identified (Roychoudhuri et al., 2013). Intriguingly, a significant number of these BACH2-regulated genes are inversely regulated by harmine, suggesting that harmine may help reverse BACH2-axis defects, for example in IBD (Figure 3—figure supplement 5).

**Figure 4.**
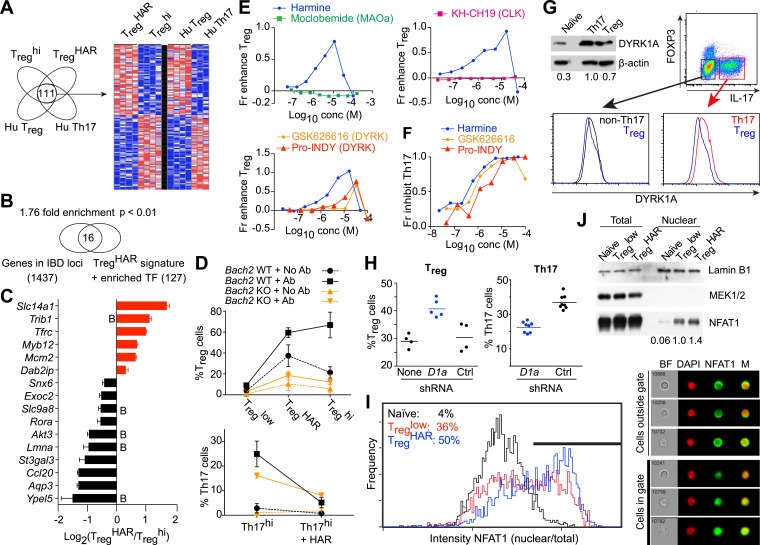
Mechanistic dissection of harmine. (**A**) Comparison of expression profiles suggesting a harmine-relevant T_reg_ signature. The black bar separates 2 independently row-normalized experiments. (**B**) Harmine signature genes are enriched for genes in IBD loci. (**C**) Validation of top signature genes by qPCR (all p < 0.05, Student's t-test), including genes with BACH2 binding sites (B). (**D**) Effect on harmine on T_reg_/Th17 differentiation in BACH2-deficient (orange) vs -sufficient (black) cells. Conditions in the presence and absence of neutralizing antibodies are indicated by solid and dotted lines, respectively. (**E**) Effect of compounds that inhibit different harmine targets (indicated in parentheses) on T_reg_ cell differentiation. (**F**) DYRK inhibitors suppress Th17 cell differentiation. (**G**) Increased levels of DYRK1A in Th17 vs T_reg_ cells. Upper left, Western blot analyses of sorted T_reg_/Th17 cells with relative expression enumerated below. Histograms show FACS analyses of DYRK1a in T_reg_ cells (blue) compared to either Th17 (red) or non-Th17 (black) cells. (**H**) Knock-down of *Dyrk1a* (*D1a*) enhances T_reg_ (left) and inhibits Th17 (right) cell differentiation. Cells treated with non-targeting shRNA (Ctrl) and no shRNA (None) are shown for comparison. (**I**) Amnis analyses showing nuclear-overlapping NFAT1 signal before (black) and after stimulation in T_reg_^low^ conditions with (blue) or without (red) harmine. Representative images (right) illustrate cytoplasmic and nuclear NFAT1 localization in cells outside and within the gate, respectively. (**J**) Western blot analyses quantitating nuclear fraction of NFAT1 in cells stimulated in T_reg_^low^ ± harmine conditions. All data in **D**–**J** representative of at least 2 independent experiments. See also Figure 4—figure supplements 1–3. **DOI:** http://dx.doi.org/10.7554/eLife.05920.021

**Figure 4—figure supplement 1.**
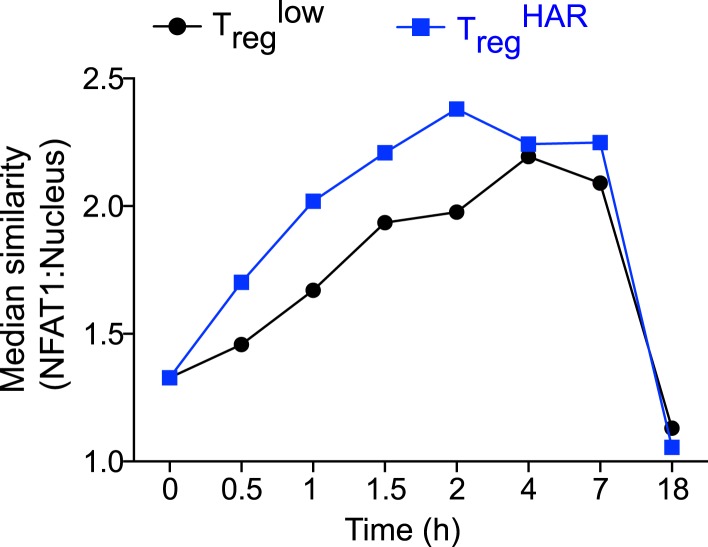
Effect of harmine on NFAT1 nuclear localization with time. Time-course Amnis analyses showing effect of harmine (blue) relative to control T_reg_^low^ conditions (black). **DOI:** http://dx.doi.org/10.7554/eLife.05920.022

**Figure 4—figure supplement 2.**
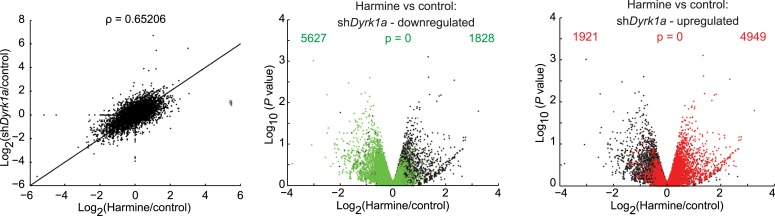
Comparing effects of DYRK1A deficiency to harmine treatment. RNAseq experiments in primary CD4^+^ T cells comparing the effects of transduction with *Dyrk1a* shRNA (sh*Dyrk1a*) to harmine treatment in control shRNA-transduced cells (left). Further statistical comparison uses volcano plots comparing p value vs fold change in gene expression in harmine-treated and -untreated (control) cells (middle and right panels). Genes differentially regulated by *Dyrk1a* knockdown are highlighted in red (upregulated) and green (downregulated). Numbers on the right and left reflect genes that are up- and down-regulated, respectively, in harmine vs control conditions, with χ^2^ test p values in the middle. **DOI:** http://dx.doi.org/10.7554/eLife.05920.023

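With harmine, camera with a preset correlation called proliferation genes higher as a group and interferon response genes lower, and neither call held with an estimated correlation. By CFSE in T_reg_ low cultures, the paper instead found a modest reduction in proliferating cells with harmine, no longer detectable by day 4. Cell division was not measured in these libraries. Of 57 proliferation genes, all tested, 45 were above 0 with a median log2 fold change of 0.14 (camera with a preset correlation, adjusted p = 0.000152, and p = 0.224 with an estimated correlation). They include *Plk1*, a mitotic kinase, at 0.68 (standard error 0.23), *Mcm5*, a subunit of the replicative helicase, at 0.59 (standard error 0.21), *Anln*, needed for cytokinesis, at 0.89 (standard error 0.33), and the mitotic motor *Kif11* at 0.60 (standard error 0.25). Of 24 interferon response genes tested of 39, 16 were below 0 with a median of -0.23 (camera, adjusted p = 0.0134, and p = 0.138 with an estimated correlation), among them *Isg20*, an exonuclease, at -1.11 (standard error 0.35) and *Zbp1*, a sensor of nucleic acids, at -0.37 (standard error 0.20). In the same comparison, markers of other cell types lay mostly below 0, with 7 of 9 myeloid markers (median -0.58, camera adjusted p = 0.0759) and 8 of 9 B cell markers (median -0.69, adjusted p = 0.0770). No single member of the proliferation or interferon list passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and adjusted over the list alone 0 of the proliferation genes and 1 interferon gene, *Ly6a*, did. At an unadjusted p under 0.05, 5 proliferation genes were higher and 0 lower, and 2 interferon genes were lower, while DESeq2 called *Ly6a* and no other member. *Gm20604*, a gene model on the minus strand of chromosome 12 (GRCm38, 102741732 to 102758672) that overlaps *Moap1* (102742230 to 102743661), was the 1 gene to pass over all genes. It had 0 counts in both controls and 22.7 and 15.8 CPM with harmine, at least 17.8-fold higher than a floor of 3 counts over the control group (adjusted p = 0.00478, edgeR). *Moap1* had 24.5 and 15.2 CPM in the controls and 0 and 4.22 CPM with harmine, and the counts of both genes together had a log2 fold change of 0.08 (adjusted p = 0.985). Genes of smallest unadjusted p that did not pass include *S100a6*, a calcium-binding protein of activated and memory T cells, at -1.65 (standard error 0.37), *Il1r1*, the IL-1 receptor, at -1.72 (standard error 0.40), *Aldh5a1* at 1.84 (standard error 0.43) and *Dqx1* at 1.94 (standard error 0.46). In all, 236 genes were higher and 326 lower at an unadjusted p under 0.05, where chance gives 530, and 32.3% of genes had groups that did not overlap, where chance gives 33.3%. DESeq2's Wald test called 2 genes after adjustment and 205 before it. The adjusted count was 5 without control replicate 1, 291 (36 higher, 255 lower) without control replicate 2, 4 without harmine replicate 1 and 5 without harmine replicate 2, and the unadjusted count 998, 1451 and 349 without the first 3 of these libraries. The call of *Gm20604* was lost under a stricter filter (adjusted p = 0.0644) and in a fit of the compared pair alone (0.104). It was also lost with the replicate number as a block (0.0545) and with all libraries thinned to the smallest (0.151). The calls of the proliferation and interferon genes were lost without control replicate 2 and without harmine replicate 1. There the medians were 0.044 and 0.096 for the proliferation genes and -0.14 and -0.096 for the interferon genes. Without harmine replicate 2 the medians were 0.27 and -0.37, and without control replicate 1 they were 0.26 and -0.21. The call of the interferon genes was also lost after thinning (adjusted p = 0.0784).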

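With *Dyrk1a* shRNA, camera with a preset correlation of 0.01 called glycolysis and proliferation genes higher as groups and ribosomal protein genes lower. The estimated correlations were 0.12, 0.22 and 0.88 in that order. None of these calls held with them or with length and GC trends removed, and the ribosomal direction turned with the control library left out. Of 20 glycolysis genes, all tested, 18 were above 0 with a median log2 fold change of 0.30 (camera with a preset correlation, adjusted p = 0.00317, and p = 0.117 with an estimated correlation). They include *Gpi1*, glucose-6-phosphate isomerase, at 0.47 (standard error 0.25), *Hk1*, a hexokinase, at 0.32 (standard error 0.18), and *Slc16a3*, a lactate exporter, at 0.30 (standard error 0.18). With harmine 15 of the 20 were above 0 (median 0.09, adjusted p = 0.175). Of the proliferation genes, 34 were above 0 and 23 below (median 0.14, camera adjusted p = 0.0441, and p = 0.418 with an estimated correlation), with the DNA polymerase subunit *Pold1* at 0.81 (standard error 0.25), the chromatin assembly factor *Chaf1a* at 0.68 (standard error 0.24) and the kinetochore protein *Cenpf* at -0.60 (standard error 0.23). Of 80 ribosomal protein genes tested of 84, 75 were below 0 with a median of -0.38 (camera adjusted p = 2.85e-06, and p = 0.461 with an estimated correlation), and with harmine 67 were (median -0.23, adjusted p = 0.108). Between the control replicates the median ribosomal protein gene differed by 1.25 on the log2 scale. Without control replicate 1 the group was higher with *Dyrk1a* shRNA, with a median of 0.36 (camera adjusted p = 2.55e-23, and p = 0.0248 with an estimated correlation), and with harmine, with a median of 0.51 (adjusted p = 9.52e-57, and p = 0.0106 with an estimated correlation). Without control replicate 2 it was lower with *Dyrk1a* shRNA, with a median of -0.87 (adjusted p = 1.51e-97, and p = 0.00668 with an estimated correlation), and with harmine, with a median of -0.73 (adjusted p = 1.84e-72, and p = 0.00853 with an estimated correlation). None of these 4 calls held after adjustment of the estimated-correlation p over the lists, the lowest being 0.147. Of the myeloid markers, 8 of 9 were below 0 with *Dyrk1a* shRNA (median -0.62, camera adjusted p = 0.0845). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene was higher and 1 lower over all genes. *Gm20604* had 13.0 and 16.5 CPM, at least 13.7-fold above the floor of the controls (adjusted p = 0.00905), while *Moap1*, which it overlaps, had 0 counts in both *Dyrk1a* shRNA libraries, and the sum of both had a log2 fold change of -0.44 (adjusted p = 0.748). *Rps27* had 196 and 252 CPM in the controls and a log2 fold change of -3.79 (standard error 0.35, adjusted p = 0.00196), lower in 2 of 2 libraries, while its near-identical copy *Gm9846* had 2546 and 685 CPM in the controls and a log2 fold change of -0.27 (standard error 0.45, adjusted p = 0.908). With length and GC trends removed the call of *Rps27* was lost (adjusted p = 0.858), at a log2 fold change of -3.56 with a standard error of 0.87. *Rps27* was also the 1 ribosomal gene lower when adjusted over the list alone, against 0 glycolysis and 0 proliferation genes. At an unadjusted p under 0.05, 0 glycolysis genes, 3 higher and 1 lower proliferation genes and 3 lower ribosomal genes were counted, and DESeq2's Wald test called 3 genes in all, *Gm5643* (-7.80), *Rps27* and *Gm20604*. *Mxd4* at 1.84 (standard error 0.38) and *Pink1*, a kinase of mitochondrial quality control, at 0.86 (standard error 0.22) had small unadjusted p but did not pass, and so had *Cd3g*, a chain of the T cell receptor complex, at -0.70 (standard error 0.18). Over all genes, 329 were higher and 487 lower at an unadjusted p under 0.05, 816 in all where chance gives 530, 35.4% of genes had groups that did not overlap where chance gives 33.3%, and the Wald test gave 366. The adjusted count was 3 without control replicate 1, 439 (48 higher, 391 lower) without control replicate 2, 5 without harmine replicate 1 or 2, and 1 without *Dyrk1a* shRNA replicate 1 or 2, and the unadjusted count was 1832 without control replicate 2 and 356 without *Dyrk1a* shRNA replicate 1. The call of *Gm20604* was lost without control replicate 1 and without *Dyrk1a* shRNA replicate 1 or 2. It was also lost under a stricter filter (adjusted p = 0.0597), with the replicate number as a block (0.0515) and after thinning (0.650). That of glycolysis was lost without *Dyrk1a* shRNA replicate 1 (median 0.18). With length and GC trends removed, the calls of glycolysis (adjusted p = 0.0741), the ribosomal genes (0.744) and proliferation (0.0741) were lost. That of proliferation was also lost in a fit of the compared pair alone (0.0643) and after thinning (0.370). Proliferation was likewise not called without control replicate 2 (median 0.069), harmine replicate 1 (0.14) or 2 (0.14) or *Dyrk1a* shRNA replicate 1 (0.039). Its median was 0.20 without control replicate 1 and 0.22 without *Dyrk1a* shRNA replicate 2. Across genes, the fold changes went up with GC content (Spearman's rho 0.340), and removing the trends took the median of the glycolysis genes from 0.30 to 0.13, that of the ribosomal genes from -0.38 to -0.054 (with harmine from -0.23 to 0.028) and that of the proliferation genes from 0.14 to 0.10.

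**Figure D1:**
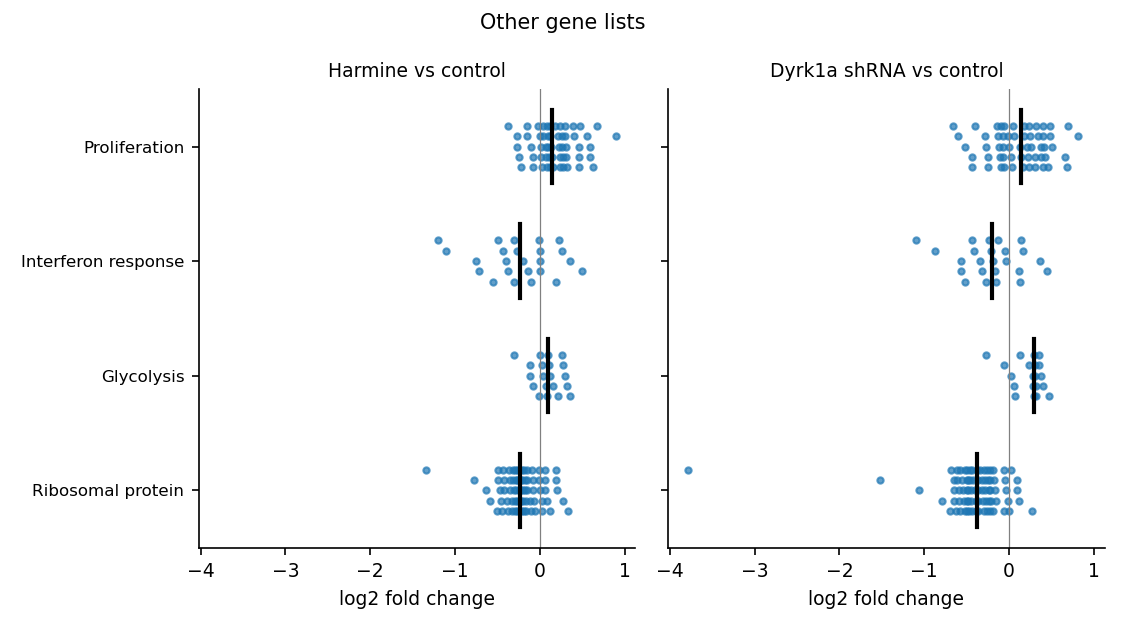
Log2 fold changes of proliferation, interferon response, glycolysis and ribosomal protein genes with harmine (left) and *Dyrk1a* shRNA (right) against control. Each point is a gene and each bar the median of its list, and the ribosomal protein genes have medians of -0.23 and -0.38.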

**Figure 4—figure supplement 3.**
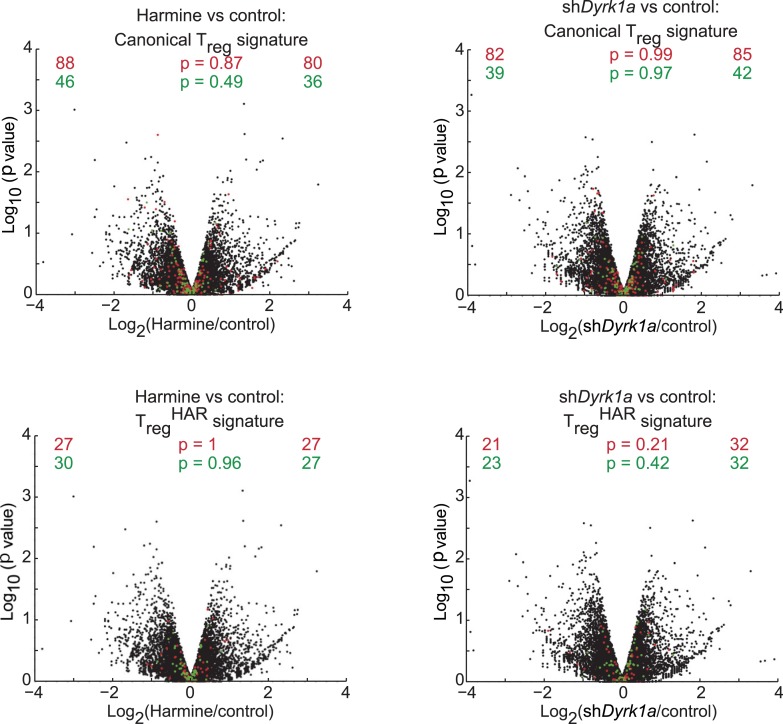
Secondary analyses of effects of DYRK1A deficiency compared to harmine treatment. Volcano plots comparing p value vs fold change in gene expression in harmine-treated (left panels) and *Dyrk1a* shRNA-treated (right panels) cells. Previously reported signature genes for T_reg_ cells (top panels) and T_reg_^HAR^-T_reg_ cells (bottom panels) are highlighted in red (upregulated) and green (downregulated). Numbers on the right and left reflect genes that are up- and down-regulated, respectively, in harmine vs control conditions (left) or in sh*Dyrk1a* vs control conditions (right), with χ^2^ test p values in the middle. **DOI:** http://dx.doi.org/10.7554/eLife.05920.024

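Beside the T_reg_ genes, genes associated with other helper T cell fates were measured in these cells, which were fed no polarizing cytokines. Th1-associated genes were lower as a group with harmine, with 15 of 18 tested members of 22 below 0 and a median log2 fold change of -0.31 (camera with a preset correlation, adjusted p = 0.000742, and p = 0.0316 with an estimated correlation before adjustment and adjusted p = 0.695 after it). They include *Fasl*, the death receptor ligand, at -1.55 (standard error 0.50), the chemokine *Ccl5* at -1.22 (standard error 0.46), the perforin gene *Prf1* at -0.74 (standard error 0.28) and *Nkg7*, a protein of cytotoxic granules, at -0.99 (standard error 0.42), or 0.16 without control replicate 1. With *Dyrk1a* shRNA 9 members were above 0 and 9 below (median -0.03, adjusted p = 0.689), with *Ccl5* at -1.09 (standard error 0.47) and *Il12rb1* at 0.45 (standard error 0.22). *Ifng* was too low to test. Of 25 Th17-associated genes tested of 27, 16 were below 0 with harmine (median -0.25, adjusted p = 0.0997) and 13 with *Dyrk1a* shRNA (median -0.04, adjusted p = 0.915), and camera gave 0.199 between the treatments. Without control replicate 1 the list was lower in both comparisons, with a median of -0.29 with harmine (adjusted p = 8.99e-06, and p = 0.0565 with an estimated correlation) and -0.35 with *Dyrk1a* shRNA (adjusted p = 0.00125, and p = 0.101 with an estimated correlation), and without harmine replicate 2 it was lower with harmine (median -0.15, adjusted p = 0.0349, and p = 0.473 with an estimated correlation). *Il22*, a Th17 cytokine, had -2.10 (standard error 0.84) and -0.30 (standard error 0.72), and *Il17a* had -0.89 and -0.61 (standard error 0.55 for both). *Il21*, a cytokine of Th17 and follicular helper cells, had 0.77 (standard error 0.24) with harmine. Of 6 Th2-associated genes tested of 14, 4 were above 0 in each comparison with control (adjusted p = 0.726 and 0.460) and 5 between the treatments (adjusted p = 0.537), with the lineage factor *Gata3* at -0.28 with harmine. No member of the 3 lists passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes or in DESeq2. Adjusted over the list alone, *Il1r1* was the 1 Th17 gene to be lower with harmine, and the counts were otherwise 0 in both comparisons. At an unadjusted p under 0.05, 4 Th1 genes were lower with harmine and 1 with *Dyrk1a* shRNA, 1 Th17 gene was higher and 2 lower with harmine and 0 with *Dyrk1a* shRNA, and 1 Th2 gene was higher with *Dyrk1a* shRNA. Markers of CD8 T and NK cells, several of which Th1 cells also express, had a median of -0.44 with harmine (7 of 9 below 0, camera adjusted p = 0.0997) and -0.23 with *Dyrk1a* shRNA (6 of 9 below 0, adjusted p = 0.544). They were lower with harmine without control replicate 2 (median -0.73, adjusted p = 0.0247, and p = 0.206 with an estimated correlation) and without harmine replicate 1 (median -0.99, adjusted p = 0.0192, and p = 0.184 with an estimated correlation). The Th1 call with harmine was lost without control replicate 1 (median -0.24) and with all libraries thinned to the smallest (median -0.14, adjusted p = 0.137).

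**Figure D2:**
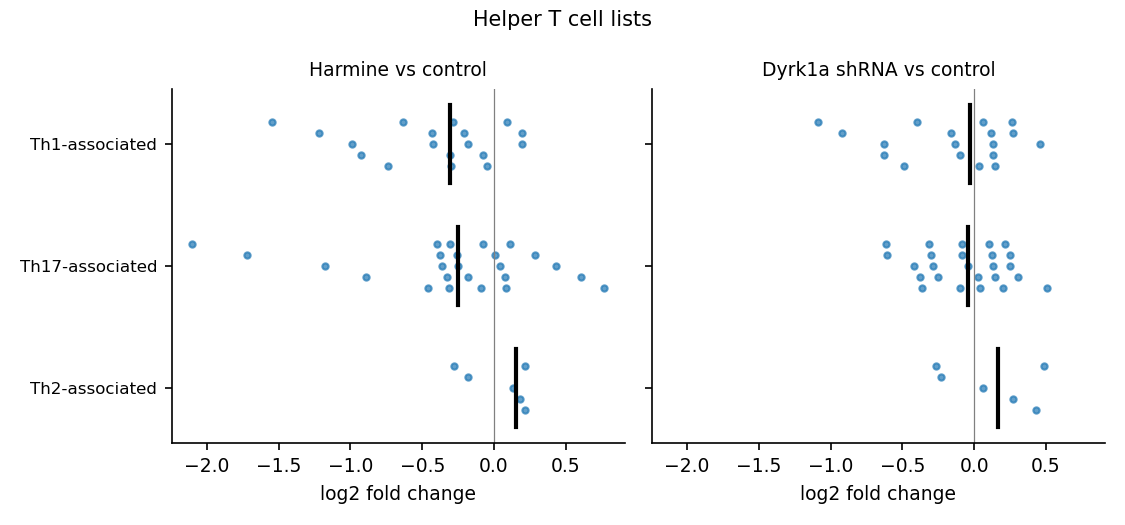
Log2 fold changes of Th1-, Th17- and Th2-associated genes with harmine (left) and *Dyrk1a* shRNA (right) against control. Each point is a gene and each bar the median of its list, and the Th1-associated genes have medians of -0.31 and -0.03.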

To further dissect this link, we examined the effect of harmine on T_reg_/Th17 differentiation in BACH2-deficient T cells. Mixed bone marrow chimeras allowed us to simultaneously examine the effect of harmine on wildtype and BACH2-deficient T cells. Our studies reproduced the previously reported cell-extrinsic defect in T_reg_ (and an even more impressive defect in Th17) differentiation which is due in part to the dysregulated production of cytokines like IFNγ by BACH2-deficient cells; this can be attenuated by adding neutralizing antibodies against IFNγ and IL-4 (Figure 4D, dotted vs solid lines) (Roychoudhuri et al., 2013). Importantly, harmine enhances T_reg_ differentiation and inhibits Th17 differentiation in both wildtype and BACH2-deficient cells, indicating that harmine engages BACH2-independent programs to regulate T_reg_/Th17 differentiation (Figure 4D). Interestingly, harmine does not regulate the differentiation of BACH2-deficient cells to the same level as wildtype cells, consistent with the notion that harmine also works, at least in part, through BACH2-dependent mechanisms (Figure 4D).

### Harmine enhances T_reg_ cell differentiation by inhibiting DYRK activity

Harmine inhibits the activity of several targets including monoamine oxidase A (MAOA), CDC-like kinases (CLKs) and dual-specificity tyrosine-phosphorylation regulated kinases (DYRKs) (Bain et al., 2007; Aranda et al., 2011). In order to identify those relevant to T_reg_ cell differentiation, we tested compounds that differentially inhibit each of these targets. Again, each compound was tested at multiple doses to capture any effect. Inhibition of either MAOA or CLKs using moclobemide and KH-CH19, respectively, did not enhance T_reg_ cell differentiation at any dose (Figure 4E) (Fedorov et al., 2011). However, two other DYRK inhibitors, GSK-626616 and pro-INDY, similarly enhanced T_reg_ and inhibited Th17 cell differentiation (Figure 4E,F) (Ogawa et al., 2010; Wippich et al., 2013). The physiological relevance of this finding is supported by FACS and Western blot studies that reproducibly showed higher levels of DYRK1A in Th17 than T_reg_ cells (Figure 4G). This difference is specific; non-Th17 cells generated in the context of pro-Th17 conditions do not exhibit elevated levels of DYRK1A (Figure 4G). Furthermore, knock-down of *Dyrk1a* in primary CD4^+^ T cells resulted in increased differentiation of T_reg_ and decreased differentiation of Th17 cells (Figure 4H). Together, these data point to a central role at least for DYRK1A in regulating T_reg_ and Th17 cell differentiation.

DYRKs phosphorylate several proteins (Aranda et al., 2011). Notable amongst these in the context of T cell biology are NFAT proteins, whose phosphorylation by DYRKs leads to their nuclear exclusion (Gwack et al., 2006). Thus, inhibition of DYRKs would be predicted to lead to increased levels of NFAT in the nucleus. To assess this hypothesis, we performed studies using Amnis technology, which combines flow cytometry and high-resolution microscopy to allow precise quantitation of intracellular localization of individual proteins. Naïve CD4^+^ T cells largely retain NFAT1 in the cytoplasm (Figure 4I, black line). Upon stimulation in T_reg_^low^ conditions, nuclear translocation of NFAT1 is observed with an accompanying right shift of the nuclear/cytoplasmic ratio (Figure 4I, red line). This nuclear translocation of NFAT1 is reproducibly enhanced approximately 40% with the addition of harmine (Figure 4I, blue line). In support of these results, we independently fractionated nuclei from cells treated with each of these conditions and performed Western blot analyses. These also showed increased NFAT1 in the nuclear compartment upon stimulation in T_reg_^low^ conditions, with a similar (40%) additional increase when harmine was added (Figure 4J). Thus, harmine enhances nuclear accumulation of NFAT1 at early time points up to 2 hr after stimulation (Figure 4—figure supplement 1).

To gain further insight into the pathways engaged by harmine and DYRK1A, we activated primary CD4^+^ T cells under Th0 conditions followed either by transduction with *Dyrk1a*-specific shRNA or control shRNA followed by harmine treatment. 

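RNAseq of primary mouse CD4+ T cells was read from 6 libraries, 2 from cells transduced with control shRNA, 2 from cells transduced with control shRNA and treated with harmine, and 2 from cells transduced with *Dyrk1a* shRNA. An shRNA is a short hairpin RNA that the cell processes into a guide for breaking down a matching mRNA. Harmine is a plant alkaloid that inhibits DYRKs, CLKs and MAOA. According to the sample labels, the cells were CD4+CD62L+ spleen cells of BALB/c mice, sorted with magnetic beads and activated with antibodies to CD3 and CD28. Virus was added on day 1, the cells were fed with or without harmine on day 2, and they were harvested on day 4. The labels give a harmine dose of 3.7 µM. The paper's text gives no dose for these cultures, and its Supplementary file 2 lists harmine at 3.7, with the unit printed as mM, for T_reg_ HAR cultures. For the virus the paper's methods give 15 µl of supernatant and the labels 10 µl. The labels also name IL-2 in the feeding medium, whereas the methods describe feeding without polarizing cytokines. The authors captured polyA mRNA, primed cDNA with poly-dT, prepared libraries by Nextera tagmentation and sequenced them on a MiSeq. They aligned the reads to mm10 with TopHat (TopHat2 2.0.13 in the submitters' processing notes), estimated expected counts per gene with RSEM, and tested pairs of groups with DESeq after normalizing by library size. The deposited table gives these expected counts for 23420 genes. They were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test over the 10607 genes that passed a filter on low counts, in 1 fit of the 3 groups. The total counts were 1743428 and 1096345 in the control shRNA libraries, 3441063 and 3747648 in the harmine libraries, and 2678872 and 3274050 in the *Dyrk1a* shRNA libraries. Counts were simulated at this depth with 200 changed genes per data set, some changed 2-fold and some 4-fold. A 2-fold change was recovered at an adjusted p under 0.05 for 46.4% of the genes given it in the harmine comparison. In the *Dyrk1a* shRNA comparison this share was 48.2%. A 4-fold change was recovered for 89.2% and 89.4%. The control libraries differed from each other more than the replicates of the other groups did. Ribosomal protein genes took 21.2% of the counts in control replicate 1 and 11.9% in replicate 2, against 15.6% and 15.4% with harmine and 14.3% in both *Dyrk1a* shRNA libraries. The biological coefficient of variation was 0.222 between the controls, 0.108 between the harmine libraries and 0.111 between the *Dyrk1a* shRNA libraries. On the first principal component, which held 34.7% of the variance, the controls lay at opposite ends, at -36.3 and 29.3, with the other 4 libraries between them. On the second, which held 25.6%, both controls lay below 0, at -18.3 and -26.1, and the other 4 libraries above it, from 4.55 to 21.1. The second component parted the controls from the other libraries in this way in 100 of 100 data sets simulated with no change in any group, where it held 22.7% of the variance on average, and in 100 of 100 with the spread of each group set to its own, where it held 28.4%. Across genes, the log2 ratio of control replicate 1 to replicate 2 went down with transcript length (Spearman's rho -0.40). Neither the labels nor the paper say that the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The choices that could change the numbers are the scaling, the filter on low counts, the test and which control library is used. The floor for a count of 0 covers counting error only, and the intervals rest on the spread estimated in the fit.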

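The targeted gene, *Dyrk1a*, was not detectably lower in the *Dyrk1a* shRNA libraries than in the controls. *Dyrk1a* encodes the dual-specificity kinase that harmine inhibits, and lies on chromosome 16 of GRCm38 (mm10) from 94570010 to 94695517, on the plus strand. It had 60.2 and 61.9 CPM (counts relative to library size, scaled by TMM) with *Dyrk1a* shRNA (61.0 ± 1.24, SD, n = 2), 58.4 and 82.7 CPM with control shRNA (70.5 ± 17.2, SD, n = 2), and 74.8 and 77.6 CPM with control shRNA and harmine (76.2 ± 1.99, SD, n = 2). Its level with *Dyrk1a* shRNA was 87.4% of that in the controls, with a 95% confidence interval of 64.1% to 119%. This is a log2 fold change of -0.19 (standard error 0.21, interval -0.64 to 0.25, adjusted p = 0.835 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the harmine libraries it was -0.32 (standard error 0.20, interval -0.73 to 0.094, adjusted p = 0.880 from the same test), and harmine against control gave 0.13 (standard error 0.21, adjusted p = 0.969). With trends of transcript length and GC content removed, the value against the harmine libraries was -0.36 with an interval of -0.69 to -0.023, which lies below 0 (standard error 0.16), though its adjusted p was 1.00. Against all 4 libraries with control shRNA the log2 fold change of *Dyrk1a* was -0.26 (standard error 0.18, interval -0.63 to 0.12, adjusted p = 0.762), and -0.27 with those trends removed (interval -0.57 to 0.032). Without control replicate 1 the log2 fold change with *Dyrk1a* shRNA was -0.45, and without control replicate 2 it was 0.069. *Dyrk2*, a related kinase of the same family, had 33.9 and 32.1 CPM with control shRNA (33.0 ± 1.29), 42.3 and 31.7 CPM with harmine (37.0 ± 7.52) and 48.3 and 38.0 CPM with *Dyrk1a* shRNA (43.2 ± 7.25, SD, n = 2 each). The log2 fold change of *Dyrk2* in the *Dyrk1a* shRNA libraries was 0.38 against the 2 untreated controls (standard error 0.24, adjusted p = 0.731 from the same test). Against all 4 libraries with control shRNA it was 0.30 (standard error 0.19, interval -0.12 to 0.71, adjusted p = 0.755).

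**Figure D3:**
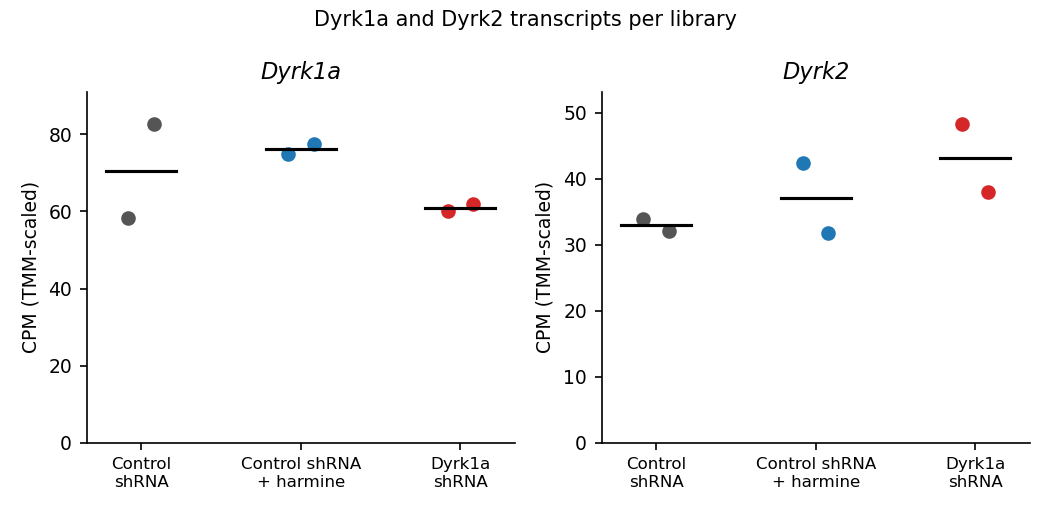
CPM of *Dyrk1a* (left) and *Dyrk2* (right), scaled by TMM, in each of the 6 libraries. Each point is a library and each bar the mean of the 2 libraries of a group, and the *Dyrk1a* shRNA points for *Dyrk1a* (60.2 and 61.9) lie above the lower control point (58.4) and below the higher one (82.7).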

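Several genes had fold changes of the same sign in harmine-treated and in *Dyrk1a* shRNA-transduced cells, each compared with cells given control shRNA alone. *Fgfr3*, a receptor for fibroblast growth factors, had log2 fold changes of 2.61 (standard error 0.58) with harmine and 2.40 (standard error 0.60) with *Dyrk1a* shRNA. *Fzd7*, a Wnt receptor, had 1.43 and 0.82. *Ly6a*, which encodes the surface antigen Sca-1, had -1.21 (standard error 0.21) and -0.57 (standard error 0.21), and *Glrx*, which encodes glutaredoxin, had -0.88 and -0.65. None of these 4 genes passed the threshold, the lowest adjusted p being 0.195 for *Ly6a* with harmine in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although DESeq2's Wald test called *Ly6a* there. Across the 10607 genes tested, which are not independent replicates, the fold changes had a Pearson's r of 0.611, a Spearman's rho of 0.608 and a covariance of 0.110. Of 5128 genes above 0 with *Dyrk1a* shRNA, 3570 (69.6%) were also above 0 with harmine, and of 5478 genes below 0, 4009 (73.2%) were also below 0. Both comparisons use the same 2 control libraries. In 100 data sets simulated with no change in any group, r averaged 0.643 (SD 0.0125), the covariance 0.0884 (SD 0.00426) and the shares 70.6% and 70.0%. With the spread of each group set to its own, these values were 0.772, 0.12 (SD 0.00523), 78.4% and 77.0%. The observed covariance thus lay 0.0214 above the first simulation, an excess part of which may come from the shared controls, and the difference from the second was -0.0152. With control replicate 1 used for harmine and replicate 2 for *Dyrk1a* shRNA, r was -0.0332 and the covariance -0.0118, and with the controls exchanged r was -0.0883 and the covariance -0.0334. The shares were then 48.4% and 47.2% for genes above 0 and 47.3% and 43.4% for genes below 0. Leaving out control replicate 1 altogether gave an r of 0.829, and leaving out control replicate 2 gave 0.793. With all libraries thinned to the smallest, r was 0.392 and the covariance 0.0963.

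**Figure D4:**
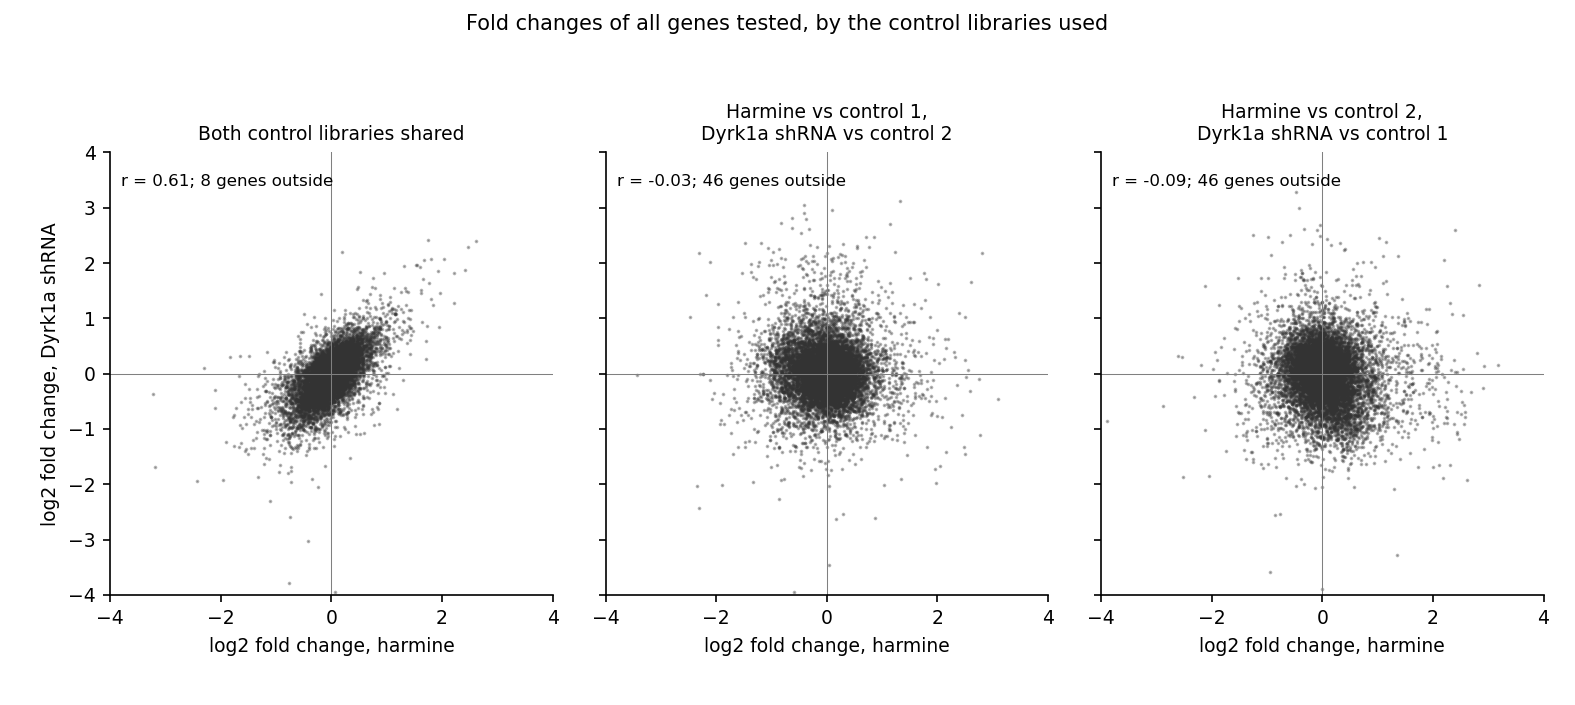
Log2 fold changes of the 10607 genes tested, harmine on the x axis and *Dyrk1a* shRNA on the y axis, with both control libraries shared (left) or a different control library for each treatment (middle and right). Each point is a gene, the axes end at 4 and leave out 8, 46 and 46 genes, and r is 0.611 on the left, -0.0332 in the middle and -0.0883 on the right.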

RNAseq studies found significant similarities in the expression profiles subsequent to either *Dyrk1a* knockdown or harmine treatment (Pearson correlation coefficient = 0.65) and genes that were up- or down-regulated as a result of *Dyrk1a* knockdown were predominantly concordantly regulated by harmine (Figure 4—figure supplement 2, data in GSE67961). 

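Genes associated with T_reg_ cells had fold changes in both directions after harmine and after *Dyrk1a* shRNA. Of 29 tested members of a list of 34 such genes, fixed from general knowledge, 17 were above 0 and 12 below 0 with harmine (median log2 fold change 0.11), and 14 were above 0 and 15 below 0 with *Dyrk1a* shRNA (median -0.03). *Gpr83*, an orphan receptor abundant in T_reg_ cells, had a log2 fold change of 0.94 (standard error 0.28) with harmine, *Lrrc32*, which encodes the TGFβ-binding protein GARP, had 0.64 (standard error 0.25) and *Folr4* had 0.47 (standard error 0.20). With *Dyrk1a* shRNA, *Socs2*, a suppressor of cytokine signaling, had -0.75 (standard error 0.26) and the costimulatory receptor *Icos* had -0.55 (standard error 0.20). *Foxp3*, the lineage factor of T_reg_ cells, was too low to test at 3.77 and 1.69 CPM with control shRNA, 2.38 and 3.17 CPM with harmine, and 2.30 and 1.47 CPM with *Dyrk1a* shRNA. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 members passed in either comparison, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 were higher and 0 lower with harmine and 0 higher and 2 lower with *Dyrk1a* shRNA, and no member was among the genes that DESeq2's Wald test called. As a set, the list had an adjusted p of 0.175 with harmine and 0.828 with *Dyrk1a* shRNA from camera with a preset correlation, adjusted over 22 lists. Without harmine replicate 1 the value for harmine was 0.0379, with p = 0.0918 with an estimated correlation. Of the 111-gene T_reg_ HAR-T_reg_ signature, the 16 genes with primers in the methods were taken, of which 14 were tested, and *Lmna* and *Ccl20* were too low. Among them, *Slc14a1*, a urea transporter, had a log2 fold change of 0.98 (standard error 0.47) with harmine and 0.02 with *Dyrk1a* shRNA, and *Aqp3*, a water and glycerol channel, had 0.85 (standard error 0.46) and -0.91 (standard error 0.55). With harmine 8 of the 14 were above 0 and with *Dyrk1a* shRNA 6. None passed in edgeR over all genes, adjusted over the list alone or at an unadjusted p under 0.05 (counts of 0), nor in DESeq2, and limma's fry, a test for change in either direction, gave adjusted p-values of 0.701 with harmine and 0.513 with *Dyrk1a* shRNA (0.637 and 0.344 before adjustment over the lists). The full canonical and 111-gene lists were not used here.

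**Figure D5:**
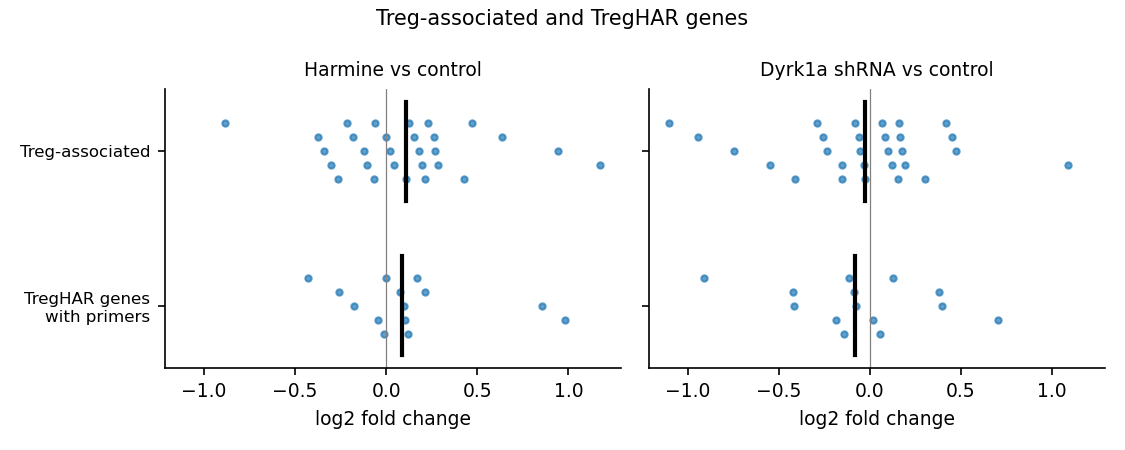
Log2 fold changes of the 29 T_reg_-associated genes and the 14 T_reg_ HAR-T_reg_ genes tested, with harmine (left) and *Dyrk1a* shRNA (right) against control. Each point is a gene and each bar the median of its list, which for T_reg_-associated genes is 0.11 with harmine and -0.03 with *Dyrk1a* shRNA.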

Neither *Dyrk1a* knockdown nor harmine treatment significantly regulated genes associated with either the canonical T_reg_ signature or our 111-gene T_reg_^HAR^-T_reg_ signature (Figure 4—figure supplement 3). This is likely related to our observation that harmine does not promote T_reg_ differentiation in the absence of TGFβ; the differences observed here may be upstream of more T_reg_-associated expression changes. A relatively small number of genes (150) were differentially regulated between *Dyrk1a* knockdown and harmine treatment, which may in part reflect ancillary mechanisms engaged by harmine to regulate T_reg_/Th17 differentiation. 

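*Rps27*, which encodes a protein of the small ribosomal subunit, was lower with *Dyrk1a* shRNA than with harmine, and was the 1 gene of 10607 to pass in the direct comparison. Its log2 fold change was -3.01 (standard error 0.34, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 92.1 and 168 CPM with harmine and 21.5 and 11.5 CPM with *Dyrk1a* shRNA, below both harmine libraries in 2 of 2. *Rps27* has a near-identical copy, *Gm9846*, between which and *Rps27* the counting could split reads, so its value is uncertain. *Gm9846* had 1386 and 1420 CPM with harmine and 1261 and 1421 CPM with *Dyrk1a* shRNA, a log2 fold change of -0.065 (standard error 0.45, adjusted p = 0.995, same test). Th1-associated genes were higher as a group with *Dyrk1a* shRNA than with harmine, with 14 of 18 members above 0 and a median of 0.19 (camera with a preset correlation, adjusted p = 0.00873, and p = 0.0477 with an estimated correlation before adjustment and adjusted p = 0.817 after it). Against control, the median of these genes was -0.03 with *Dyrk1a* shRNA and -0.31 with harmine. Of the B cell markers, 8 of 9 were also above 0 in the direct comparison (median 0.43, camera adjusted p = 0.159). No Th1 member passed over all genes, and 2 were higher when adjusted over the list alone. They were *Prf1*, which encodes perforin, at 0.87 (standard error 0.25), and *Il12rb1*, a chain of the IL-12 receptor, at 0.67 (standard error 0.20). Ribosomal protein genes were lower as a group with *Dyrk1a* shRNA than with harmine, with 73 of 80 below 0 and a median of -0.14 (camera, adjusted p = 0.00505, and p = 0.598 with an estimated correlation). Once trends with transcript length and GC content were removed, the median was -0.053 with 57 of 80 below 0 (adjusted p = 0.0455, and p = 0.667 with an estimated correlation). Of these genes 2, *Rps27* and *Rpl34*, were lower when adjusted over the list alone. *Rpl34* had -1.85 and its copy *Rpl34-ps1* 0.67, and the sum of both had -0.17. Of the T_reg_-associated genes 20 of 29 were below 0 (median -0.06, camera adjusted p = 0.159), with *Gpr83* at -1.18 (standard error 0.26), lower when adjusted over the list alone, and *Ctla4*, an inhibitory receptor, at -0.54 (standard error 0.18). Of the T_reg_ HAR-T_reg_ genes, *Aqp3* at -1.77 (standard error 0.43) was lower when adjusted over the list alone, and limma's fry, a test for change in either direction, gave an adjusted p of 0.472 (0.0644 before adjustment over the lists). Genes of smallest unadjusted p that did not pass were *Nkain1* at 1.64 (standard error 0.33), *Tnfrsf8*, which encodes the activation receptor CD30, at 1.11 (standard error 0.23), *Mpst* at 1.34 (standard error 0.29) and *Mxd4*, an antagonist of MYC, at 1.32 (standard error 0.30). At an unadjusted p under 0.05, 309 genes were higher and 299 lower, 608 in all, where chance alone gives 530, and 41.0% of genes had groups that did not overlap, where chance gives 33.3%. These counts use a spread estimated together with the controls. The biological coefficient of variation was 0.222 between the controls, against 0.108 between the harmine and 0.111 between the *Dyrk1a* shRNA libraries. In a fit of the compared pair alone, 537 genes were higher and 525 lower at an unadjusted p under 0.05, 1062 in all. After adjustment 4 passed there, all lower. DESeq2's Wald test called 2 genes after adjustment and 180 before it. The median gene's 95% interval reached 0.51 to either side on the log2 scale. Leaving out 1 library gave 4 genes (control replicate 1), 3 (control replicate 2), 4 (harmine replicate 1), 5 (harmine replicate 2), 0 (*Dyrk1a* shRNA replicate 1) and 0 (*Dyrk1a* shRNA replicate 2). The unadjusted count was 1112 without control replicate 1, 1100 without control replicate 2, 326 without harmine replicate 1 and 353 without *Dyrk1a* shRNA replicate 1. The call of *Rps27* was lost without control replicate 2 (log2 fold change -3.02) and without *Dyrk1a* shRNA replicate 1 (-3.50) or 2 (-2.60). It was also lost with the replicate number as a block (adjusted p = 0.0623). After a trend with transcript length and GC content was removed, its adjusted p was 0.985. That removal left its log2 fold change at -2.92 and widened the standard error to 0.85. The call of the Th1 genes was lost without *Dyrk1a* shRNA replicate 1 (median 0.18) and with all libraries thinned to the smallest (adjusted p = 0.272). With 1 of the other libraries left out, their median ran from 0.18 (control replicate 1) to 0.33 (harmine replicate 1). That of the ribosomal genes was lost without *Dyrk1a* shRNA replicate 2 (median -0.12) and with near-identical genes summed (adjusted p = 0.0726). Camera's adjusted p for the T_reg_-associated genes was 0.0477 without control replicate 1, 0.0469 without control replicate 2 and 0.0206 without harmine replicate 1, with p = 0.240, p = 0.234 and p = 0.0641 with an estimated correlation, and fry's unadjusted p for the T_reg_ HAR-T_reg_ genes was 0.0048 without harmine replicate 1.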

Overall, our data are consistent with the notion that DYRK1A inhibition represents a major mechanism by which harmine regulates T_reg_/Th17 differentiation.

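Transcripts of the kinases and oxidases that harmine inhibits, and of NFAT proteins and their targets, are measured in the same libraries. Of 13 such target genes tested of 15, 10 were above 0 with harmine (median log2 fold change 0.13) and 7 with *Dyrk1a* shRNA (median 0.07). *Pim3*, a kinase of the PIM family, had 0.44 and 0.43 (standard error 0.18 for both), *Clk1* had 0.33 (standard error 0.21) and -0.04, *Dyrk1b* had -0.24 and -0.05, and *Maoa*, which encodes monoamine oxidase A, had -0.32 (standard error 0.44) and -0.08. No member passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes or adjusted over the list alone, and *Pim3* alone had an unadjusted p under 0.05, in each comparison with control. The set tests gave adjusted p-values of 0.175 with harmine and 0.415 with *Dyrk1a* shRNA from camera with a preset correlation, and 0.980 between the treatments. Of 25 tested of 35 NFAT and T cell receptor response genes, 14 were above 0 with harmine and 14 with *Dyrk1a* shRNA, with medians of 0.07 (mean -0.02, of the other sign) and 0.12. *Bhlhe40*, a transcription factor induced on T cell activation, had log2 fold changes of 0.66 (standard error 0.20) with harmine and 0.52 (standard error 0.20) with *Dyrk1a* shRNA. *Dusp2*, a phosphatase of MAP kinases, had -0.78 (standard error 0.23) with harmine, and *Egr1*, an immediate early transcription factor, had -1.55 (standard error 0.58), or 0.040 without control replicate 1. With *Dyrk1a* shRNA *Nab2*, a repressor of EGR proteins, had 0.58 (standard error 0.21) and *Dgkz*, a diacylglycerol kinase, had 0.41 (standard error 0.18). Over all genes 0 members passed in edgeR. Adjusted over the list alone, 1 was higher (*Bhlhe40*) and 1 lower (*Dusp2*) with harmine and 0 in either direction with *Dyrk1a* shRNA, the unadjusted counts being 1 higher and 4 lower with harmine and 3 higher and 0 lower with *Dyrk1a* shRNA, and DESeq2 called none of these genes. Camera's adjusted p for the list was 0.726 with harmine, 0.300 with *Dyrk1a* shRNA and 0.404 between them. Of 16 tested of 19 NFAT proteins and regulators, 9 were above 0 in each comparison with control (medians 0.00 and 0.08, means -0.02 and -0.01). *Nfatc2*, which encodes NFAT1, had -0.30 (standard error 0.22) and -0.12 (standard error 0.22), *Rcan1*, a calcineurin regulator induced by NFAT, had 0.71 (standard error 0.41) and 0.45 (standard error 0.42), and *Gsk3a*, a kinase that phosphorylates NFAT, had 0.31 (standard error 0.19) and 0.47 (standard error 0.19). None of them passed over all genes or adjusted over the list alone, and camera's adjusted p was 0.939 with harmine, 0.802 with *Dyrk1a* shRNA and 0.662 between them. The paper's NFAT1 result concerns nuclear protein early after stimulation in T_reg_ low cultures. The transcripts here come from day 4 of cultures without polarizing cytokines, so that result was not tested. The paper proposes that the genes that differ between the treatments may in part reflect other mechanisms of harmine. It describes its data as a whole as compatible with DYRK1A inhibition being a major mechanism of harmine's effect on T_reg_/Th17 differentiation.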

## Discussion

T_reg_ cells are an important regulator of immune homeostasis and an attractive therapeutic target because of their role in human inflammatory diseases such as IBD and T1D. Nevertheless, there remains a lack of drugs as well as druggable genes and pathways that specifically modulate Th differentiation. Although there is significant interest in manipulating T_reg_ cells to treat IBD and T1D, the most mature efforts are found in the setting of organ transplantation where there is still significant room for improvement, ideal T_reg_ cell subpopulation properties are still unclear and rapamycin is the most cutting-edge compound being used (Desreumaux et al., 2012; Long et al., 2012; Edozie et al., 2014).

To address this issue, we report a systematic, high-throughput pipeline to investigate the effects of small molecules on Th cell differentiation. These efforts enabled us to build a comprehensive profile of how compounds affect T cell viability and differentiation into both pro- and anti-inflammatory Th subsets. Drug selection could be guided by such information; for example, an ideal anti-inflammatory drug would not enhance, and would preferably inhibit, Th differentiation into pro-inflammatory lineages. Indeed, the inclusion of many FDA-approved drugs in our studies illustrates the potential of this approach to be applied to drug repurposing efforts. In this regard, our results reinforce interest in clinically used hypolipidemic statins, including lovastatin and simvastatin, as pro-T_reg_ cell and anti-Th17 compounds and suggest that their targets, whose geranylgeranylation are inhibited, are of fundamental and clinical interest (Kagami et al., 2009; Kim et al., 2010; Zhang et al., 2008). Clinical studies suggest that statins may be useful in rheumatoid arthritis, with somewhat more mixed results in systemic lupus erythematosus and multiple sclerosis (Ulivieri and Baldari, 2014).

Our cytotoxicity data identify significant toxicity with many known T_reg_ cell enhancers, including rapamycin, supporting the value of a continued search. Furthermore, our computational approaches suggest a framework to bin compounds into mechanistic classes, which holds particular relevance to future efforts to use polypharmacy to modulate the immune response by suggesting combinations that might target the maximal breadth of inflammatory pathways.

These studies demonstrate the novel and simultaneous application of three key principles, namely unbiased chemical biology, maximally physiologic experimental system and selection of a phenotypic readout. The advantages of the first two have already been alluded to—studying more compounds intuitively increases the likelihood of discovering novel biology, assuming an accompanying increase in complexity of chemical structures tested, and our use of primary CD4^+^ T cells, as opposed to a cell line, maximizes the likelihood of our findings being physiologically relevant. Importantly, using a phenotypic primary endpoint significantly extends the scope of previous chemical biology efforts which had largely centered around finding compounds that bind known key regulators of Th differentiation, such as RORγT (Huh et al., 2011; Xiao et al., 2014). Such studies hold therapeutic promise and have highlighted the utility of using larger chemical libraries. However, the nature of the question fundamentally limits the potential mechanistic insight to targets of the pre-identified key regulator. In contrast, our use of a phenotypic endpoint is designed to capture any compound that affects T_reg_ cell differentiation regardless of mechanism. In proof of this concept, we now identify 14 compounds as novel and specific enhancers of T_reg_ cell differentiation, the largest single addition to the T_reg_ cell biologist's chemical toolkit. We fully anticipate that subsequent studies will elucidate these compounds' mechanisms of action, leading us to a fuller understanding of the pathways that regulate T_reg_ cell differentiation. Already, some interesting themes can be observed in this set of T_reg_ cell enhancers. Aside from the retinoic acids and statins, a significant number of them are antimicrobial agents, in particular antifungal agents (including sertaconazole, clotrimazole and pentamidine) and antimalarials (artemisinin, amodiaquine and proguanil). This observation suggests how such drugs might simultaneously act on both pathogen and host. It would be interesting to determine if the effect on T_reg_ cells correlates with clinical features of such drugs.

In order to develop improved diagnostic and therapeutic options, we will need a fuller understanding of the plethora of genes and pathways that regulate T_reg_ cell differentiation and function. The majority of genetic polymorphisms that affect T_reg_ cell function are unlikely to involve the few canonical genes that have been described. This issue will become increasingly pressing as genome sequencing technologies become more accessible and as our ability to manipulate immune modulation improves, requiring more precise selection of the right therapy for the right patient. Moreover, the identification of additional pathways will highlight new candidate therapeutic targets. It is important to note that these pathways, while ancillary to our current understanding, can be and likely are crucially important. This is underscored by our demonstration that T_reg_^hi^ conditions enhance T_reg_ cell differentiation without increasing SMAD2 or SMAD3 phosphorylation above levels induced by T_reg_^low^ conditions. Thus, even the best understood T_reg_-relevant cytokine, TGF-β1, engages signals that remain to be fully understood. This notion is echoed by earlier discoveries that while ATRA enhances both SMAD3 signaling and T_reg_ cell differentiation, the two are not linked as ATRA can enhance T_reg_ cell differentiation in SMAD3-deficient mice (Nolting et al., 2009).

Although primary T cells have typically been less amenable to more traditional forward genetic approaches, we show here how chemical biology can rapidly advance our understanding of Th biology. Using a library enriched in tool compounds with known molecular activities enhanced our ability to rapidly make mechanistic insights. In this way, our discovery of harmine as a key compound of interest led us to uncover the novel activity of DYRK1A as a reciprocal regulator of T_reg_ and Th17 cell differentiation.

The mechanistic details of how DYRK1A regulates Th differentiation remain to be clearly elucidated. Moreover, DYRK1A is a member of a family of five related proteins (Aranda et al., 2011). Whether other DYRK family members regulate T_reg_ and Th17 cell differentiation will require additional experiments to elucidate. While the chemical inhibitors used are significantly more specific for DYRKs as compared to other families of kinases, their ability to distinguish between individual DYRKs is more limited (Bain et al., 2007; Ogawa et al., 2010; Wippich et al., 2013). The enhanced NFAT1 nuclear translocation we find associated with DYRK inhibition by harmine treatment in primary CD4^+^ T cells is consistent with previous studies in cell lines showing that DYRKs inhibit NFAT signaling (Gwack et al., 2006). On one hand, studies showing progressively severe defects in pT_reg_ cell generation corresponding with increasing loss of NFAT family members raise the possibility that harmine-enhanced NFAT signaling may act in the opposite manner to promote T_reg_ cell differentiation (Vaeth et al., 2012). Increased NFAT nuclear translocation might enhance binding to described FOXP3 enhancer elements, thus promoting FOXP3 expression, or even to FOXP3 itself, boosting transcription of FOXP3 targets (Ruan et al., 2009; Wu et al., 2006). However, in counterpoint to this simple association of increased NFAT with increased T_reg_ cell differentiation, decreased NFAT signaling has also been reported to impair Th1 and Th17 cell differentiation (Ghosh et al., 2010; Hermann-Kleiter and Baier, 2010). Extrapolating these latter results, one might expect the harmine-enhanced NFAT signaling to concomitantly promote Th1 and Th17 cell differentiation, which we clearly do not observe. One way by which these conflicting predictions might be resolved could involve harmine modulating NFAT activity in a more complex manner, for example involving dynamics of nuclear retention, with a T_reg_ cell-specific net effect. Alternatively, these results in conjunction with our finding that harmine's effect on nuclear localization of NFAT diminishes at later time points raise the possibility that some other target of DYRKs is more relevant in the context of T_reg_ and Th17 cell differentiation.

Interestingly, human diseases secondary to perturbed DYRK function, on closer inspection, also exhibit immunological aspects, suggesting that the relationship between DYRKs and Th differentiation is physiologically germane. In this regard, the observation that DYRK inhibition promotes T_reg_ cell differentiation leads to the converse prediction that increased DYRK activity would inhibit T_reg_ cells. Down syndrome is characterized by trisomy of chromosome 21; specifically, the resulting increase in *DYRK1A* copy number and activity is thought to be a key driver of pathology (Lepagnol-Bestel et al., 2009). Notably, patients with Down syndrome have hypofunctional T_reg_ cells and are at increased risk for autoimmune disease (Pellegrini et al., 2012). Similarly, gain-of-function mutations in *DYRK1B* were recently implicated in metabolic syndrome (Keramati et al., 2014). Decreased adipose tissue-associated T_reg_ cells contribute to the inflammation that is a central player in obesity-induced metabolic syndrome (Odegaard and Chawla, 2013). It is tempting to speculate that our findings provide a unifying hypothesis that helps account for these disparate observations, with increased DYRK activity in these patients leading to decreased T_reg_ cell differentiation via effects opposite to harmine's.

In addition to extending our understanding of the biology of T_reg_ cell differentiation, our demonstration that harmine-enhanced T_reg_ cells exhibit full functionality in multiple animal models of inflammation differing in genetic background, target organ system and antigen specificity raise interest in the possibility of manipulating this axis therapeutically. This notion is reinforced by our finding that harmine itself, directly administered, can attenuate inflammation. Furthermore, harmine similarly enhances human T_reg_ differentiation, supporting the likely physiologic relevance of the pathways it engages. Taken together, we propose that DYRKs represent a novel, druggable target of particular relevance to tolerance and inflammation. In summary, these results illustrate how unbiased chemical biology approaches can identify novel chemical modulators of T_reg_ cell differentiation, point to interesting mechanistic hypotheses and spark new translational efforts.

## Materials and methods

### Mice, antibodies and reagents

Balb/c, C57Bl/6, *Cd45.1*^*+/+*^*, Rag1*^*−/−*^*, Foxp3*^*IRES-GFP*^*, Il17*^*IRES-GFP*^*,* NOD-*scid* and NOD-*BDC2.5* mice were obtained from Jackson Labs. NOD-*BDC2.5.Foxp3*^*IRES-GFP*^ mice were obtained from the JDRF Transgenic Core (Harvard Medical School, Boston, MA). *Bach2*-knockout mice have been previously described (Muto et al., 2004). Mixed chimeras were generated by injecting CD90.1^+^CD45.1^−^*Bach2*^*−/−*^ and CD90.1^−^CD45.1^+^*Bach2*^*+/+*^ bone marrow into C57Bl/6 hosts. Antibodies and cytokines used are described in Supplementary file 1A. Chemical compounds were sourced as in Supplementary file 1B. Pro-INDY and GSK-626616 were synthesized as previously described (Corona et al., 2010; Ogawa et al., 2010).

### Murine T cell isolation and culture

CD4^+^CD62L^+^ naïve T cells were isolated using CD4 negative enrichment kits (Stemcell Technologies, Vancouver, Canada) and CD62L microbeads (Miltenyi Biotec, San Diego, CA) and confirmed to be >95% pure by flow cytometry. These were cultured on 96-well plates pre-coated with anti-CD3 and anti-CD28 under conditions outlined in Supplementary file 2. In particular, the addition of harmine to T_reg_^low^ conditions is abbreviated as T_reg_^HAR^. Compounds were pinned using a CyBIO CyBi Well Vario (96-well pintool) (Cybio, Jena, Germany). T_reg_ and Th1 cultures were fed with equal volume of IL-2-supplemented media (10 ng/ml) and retreated with compound at day 2, split 1:2 into IL-2-supplemented media at day 3 and analyzed at day 4. Th17 and Th0 cultures were treated similarly except no IL-2 was supplemented. Cell proliferation was monitored using CFSE (Life Technologies, Carlsbad, CA) per manufacturer's instructions.

### Human T cell isolation and culture

Human peripheral mononuclear cells were separated using Ficoll–Paque (GE Healthcare, Little Chalfont, United Kingdom) and CD4^+^CD45RA^+^ naïve T cells isolated using negative enrichment kits (Stemcell Technologies, Vancouver, Canada) per manufacturer's instructions and confirmed to be >90% pure by flow cytometry.

These were cultured on 96-well plates pre-coated with anti-CD3 and anti-CD28 under conditions outlined in Supplementary file 2. Cultures were fed with equal volume of IL-2-supplemented media (10 ng/ml) at day 4, split 1:2 into IL-2-supplemented media at day 6 and analyzed at day 8.

### Flow cytometry

5 hr prior to analysis, Th1 and Th17 cultures were restimulated with PMA and ionomycin (50 and 500 ng/ml respectively, Sigma Aldrich, St. Louis, MO) in the presence of Golgistop (BD Biosciences, San Jose, CA). Cells were typically stained with LIVE/DEAD and anti-CD4-FITC before being fixed and permeabilized using either Foxp3 fixation/permeabilization buffers (eBioscience, San Diego, CA) or Phosflow Fix/Perm buffers (BD Biosciences, San Jose, CA) as indicated. Intracellular staining was performed per manufacturer's instructions. Counting beads (10 μm, Spherotech, Lake Forest, IL) were added at 5000 per well. Acquisition was performed on a FACSVerse (BD Biosciences, San Jose, CA) and analyzed using FlowJo software (Treestar, Ashland, OR). Fractional enhancement was determined by increase in percentage lineage-committed cells, relative to maximal cytokine-driven enhancement. Fractional inhibition was calculated relative to percentage lineage-committed cells treated with DMSO. STAT3 phosphorylation was quantitated as previously described (Chaudhry et al., 2011). Cell sorting was performed on a FACSVantage (BD Biosciences, San Jose, CA).

### Screening data analysis and hit-calling

Each experimental 96-well plate included at least eight wells each of positive and negative controls. Each experimental batch included an additional plate of 48 positive and 48 negative controls and was processed separately. For quality control purposes, data from each experimental plate were first median-centered using data from all wells except positive controls. Median-centered data from all plates were pooled with batch-level negative controls to estimate batch-wide standard deviation. This step was repeated with the positive controls. Each plate was individually assessed if its internal controls met specific standards. Plates where ≤ 75% of controls scored within the expected range or exhibited suboptimal dynamic range were excluded and retested subsequently. The remaining plates were subjected to a similar strategy of pooling median-centered data to estimate robust standard deviation. This measure was first used to select a negative control reference from the pool of in-plate negative controls and compound-treated wells. Next, data from each screening plate were transformed into Z-scores using the mean of select negative control wells and robust standard deviation. Z-normalized data from all screening plates were pooled per experimental batch. Generalized linear regression models were fitted to positive and negative controls using *glmfit* function in Matlab (Mathworks, Natick, MA). Compounds that performed at ≥30% of the observed levels for positive control (based on artemisinin's enhancement) were selected for secondary screening.

### Dose response curve fitting

Dose response curves for fractional enhancement of T_reg_ cell differentiation and culture cellularity were analyzed in Matlab to identify EC_50_ and LD_50_ doses, at which 50% T_reg_ enhancement and cytotoxicity are observed, respectively. Each compound was profiled across eight doses selected to sufficiently cover response dynamics. Dose response curves were fitted with either a single sigmoid or a double sigmoid function, depending on whether the response was asymptotic or impulse-like. An impulse function has the form:

$$f=\frac{1}{r_{1}}s\left(d:d_{1},r_{l},r_{p},\alpha_{1}\right)\times s\left(d:d_{2},r_{h},r_{p},\alpha_{2}\right),$$

where

$$s\left(d:d_{m},r_{i},r_{f},\alpha \right)=\;r_{i}+\left(r_{f}-r_{i}\right)\frac{1}{1+e^{-4\alpha \left(d-d_{m}\right)}},$$

is a sigmoid function with a response that ranges from r_i_ to r_f_ with mid-point at dose d_m_ and a slope of α*sign(r_f_ − r_i_) at dose d_m_. The parameters of this model describe the dose of response onset (d_1_), dose of response offset (d_2_), initial response at lowest dose (r_l_), peak response (r_p_), final response at highest dose (r_h_), and two slope parameters to model the rate of response onset (α_1_) and offset (α_2_). A single-sigmoid function uses only four parameters (d, r1, r2, α). All models were fitted to data using *fmincon* function in Matlab. Fitted models were reverse-queried to estimate the dose at which 50% of the peak response parameter was observed.

### Unsupervised clustering of phenotypic data

Phenotypic data (LD_50_/EC_50_ ratio, maximal T_reg_ enhancement and Th1 and Th17 inhibition) for all 21 T_reg_ enhancers were combined to form a feature matrix. The data were standardized and pairwise similarity between compounds was computed using Pearson correlation with complete linkage in GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/).

### Effects of chemical perturbation on gene expression

Transcriptomic profiles examining effects of compounds in three cell lines (MCF7, PC3 and HL60), available for 19 of 21 T_reg_ enhancers, were downloaded from the Connectivity Map (CMAP) database and analyzed in Matlab (Lamb et al., 2006). Expression data from replicate experiments were averaged for each cell line; data from separate doses were not merged. A gene expression amplitude table of 22,280 genes and 62 CMAP instances (reduced from 151) was subject to principal components analysis for dimensionality reduction. 43 principal components explained up to 90% variance in expression data, using genes as features. Normalized PC scores for the first 43 components and 62 compound instances were analyzed for pairwise similarity using Euclidean distance with complete linkage in GENE-E.

### RNA isolation and qRT-PCR

RNA was isolated using RNeasy kits (Qiagen, Valencia, CA) and cDNA prepared using iScript cDNA synthesis kit (Bio-Rad, Hercules, CA) per manufacturer's instructions. Real-time PCR was performed using iTaq SYBR Green (Bio-Rad, Hercules, CA) on a C1000 thermal cycler (Bio-Rad, Hercules, CA) equipped with a CFX384 Real Time System (Bio-Rad, Hercules, CA). Cycling conditions were 95°C for 3 min, followed by 40 cycles of 94°C for 15 s, 59°C for 45 s, and 72°C for 6 s. Primers used were *Il17a*: TTTAACTCCCTTGGCGCAAAA and CTTTCCCTCCGCATTGACAC; *Il22*: CATGCAGGAGGTGGTACCTT and CAGACGCAAGCATTTCTCAG; *Batf*: GACACAGAAAGCCGACACC and AGCACAGGGGCTCGTG; *Pou2af1*: CACCAAGGCCATACCAGGG and GAAGCAGAAACCTCCATGTCA; *Mina*: TTTGGGTCCTTAGTAGGCTCG and CCGATCCGGTCCTCAGATT; *Slc14a1*: GGCTCTGGGGTTTCAACA and GCCATCAGGTGTGCCATAC; *Trib1*: CAGATTGTTTCCGCCGTCG and ACCCTTAATGATGTGAGTATCTTCC; *Tfrc*: CCGCTCGTGGAGACTACTT and CCCAGAAGATATGTCGGAAAGG; *Mybl2*: CAAGAATGCCCTGGAGAAGTAC and GCTTTCTCTTCTGCTTCTCGG; *Mcm2*: GCCCATCATTTCCCGCTTTGA and CCCTTCATCCTTCTTGTTACTGG; *Dab2ip*: CCATCCTCAGTGCCAAGAC and GGTCCACCTCTGACATCATCA; *Snx6*: GTTCTACAGGCTGAAACTTCCC and TAAAACCGCAAGGCAGTTCTG; *Exoc2*: GACAGCGTCACTGAAGAGG and GAGTTTCCAGAAGTTAGGCAGC; *Slc9a8*: CTGGCAGAAGGAATCTCACTC and CAGTTCGGAGAGTCTGCTG; *Rora*: ATGCCACCTACTCCTGTCC and GACATCCGACCAAACTTGACAG; *Akt3*: GGCACACCAGAGTACCTG and GCATCTGAAGAGAGTGTTCGG; *Lmna*: TGTGGCGGTAGAGGAAGT and GGAAGCGATAGGTCATCAAAGG; *St3gal3*: GACTGCCATCTTCCCCAG and CAAAAGGTGGCACAAACTCC; *Ccl20*: TACTGCTGGCTCACCTCTG and CCATCTGTCTTGTGAAACCCAC; *Aqp3*: TTGGCATCTTGGTGGCTG and GCTCATTGTTGGCAAAGGC; *Ypel5*: CCAATCGCTCAGAACTCATCTC and ATAACGCTGGCTGTCTTCAG.

### Gene expression profiling

RNA concentration and purity were measured using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA). For microarray studies, RNA was amplified and labeled using the Illumina TotalPrep RNA Amplification kit (Ambion, Grand Island, NY) per manufacturer's instructions. Labeled cRNA was then hybridized to the Illumina Mouse WG-6 v2 chip. The Illumina microarray was performed by Partners HealthCare Center for Personalized Genetic Medicine (PCPGM) Translational Genomics Core (Boston, MA). BeadChips were scanned per protocol (Illumina Whole Genome Gene Expression for BeadStation Manual v3.2, Revision A) using scanning software BeadScan 3.5.31. The GenomeStudio Data Analysis Software (Illumina, San Diego, CA) was used for data collection. The final report comprising the full dataset was initially processed using the Bioconductor package Lumi by employing a background correction estimate. Subsequently, signal intensities were VST-transformed (variance-stabilizing transformation) and RSN-normalized (robust spline normalization) using the Lumi package in R. Post-processing and statistical analysis of microarray data was carried out in Matlab. Normalized log_2_ data was first checked for correlation between replicates (>0.98 on average) and probes without gene assignments removed.

For RNAseq studies, polyA mRNA was isolated using the Dynabeads mRNA DIRECT kit (Life Technologies, Grand Island, NY) and cDNA generated using poly-dT priming and Maxima reverse transcriptase (Life Technologies, Grand Island, NY) per manufacturer's instructions. After RNase A (Life Technologies, Grand Island, NY) treatment and SPRI bead (Beckman Coulter, Pasadena, CA) cleanup, second strand cDNA was synthesized using NEBNext mRNA Second Strand Synthesis Module (New England Biolabs, Ipswich, MA) followed by SPRI cleanup per manufacturer's instructions. Samples were tagmented using Nextera DNA sample preparation kits (Illumina, San Diego, CA) and read on a MiSeq (Illumina, San Diego, CA) per manufacturer's instructions. RNAseq reads were aligned using Tophat (mm10) and RSEM-based quantification using known transcripts (mm10) performed, followed by further processing using the Bioconductor package DESeq in R. The data was normalized by library size followed by variance estimation and evaluation of pairwise differential expression based on a negative binomial distribution model. Post-processing and statistical analysis was carried out in Matlab. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE67961 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67961) (Edgar et al., 2002).

Gene signatures overlaid were previously reported and χ^2^ analyses were performed as previously reported (Hill et al., 2007; Zheng et al., 2009; Darce et al., 2012; Burzyn et al., 2013; Roychoudhuri et al., 2013; Joller et al., 2014). To identify the T_reg_^HAR^ signature, we compared the 2269 genes (Student's t-test, nominal p ≤ 0.05) differentially regulated between sorted T_reg_^hi^ and T_reg_^HAR^ cells with the 3492 differentially expressed genes (Student's t-test, nominal p ≤ 0.05) between human T_reg_ and Th17 cells (Zhang et al., 2013). Gene expression from each experiment was independently scaled on a per-gene basis using min–max normalization, analyzed in GENE-E and marker selection used to identify the 111-gene signature with signal-to-noise ratio > 1. Transcription factor binding site prediction and enrichment was performed using the Molecular Signatures Database (MSigDB) (Subramanian et al., 2005).

To assess enrichment in disease-associated genes, we downloaded the 1437 genes previously reported to lie within IBD-associated loci (Jostins et al., 2012). We used permutation testing as previously reported to assess fold-enrichment and significance of overlap between the T_reg_^HAR^ signature set and the IBD-associated gene set (Okada et al., 2014). Briefly, for each of 10,000 iterations, we randomly selected a set of 1437 genes from the entire genome, assessing for overlap with the T_reg_^HAR^ signature gene set. This distribution was used as the background to assess fold enrichment. Significance of the enrichment was evaluated using one-sided permutation tests.

### Lentiviral knock-down

Lentiviral shRNA constructs were designed based on established TRC guidelines and cloned at the Genetic Perturbation Platform (Broad Institute, Cambridge, MA). 

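Each of 5 shRNA target sequences, 21 bases long, matches the coding sequence of *Dyrk1a* on the plus strand of chromosome 16 in GRCm38 (GENCODE M21), and none matches another gene's transcript in full. Exons are numbered in a transcript of 12 exons. TATGAAATCGACTCCTTAATA lies in exon 5, from 94666063 to 94666083. TTTGAAATGCTGTCCTATAAT lies in exon 7, from 94671350 to 94671370. GAGGTCGATCAGATGAATAAA spans the junction of exons 8 and 9, from 94673481 to 94673483 and from 94677452 to 94677469. GAACCCGTAAACTTCATAATA and ACTCGGATTCAACCTTATTAT both lie in exon 10, from 94685051 to 94685071 and from 94685191 to 94685211. The sequences in exons 5, 7, 8 and 9 match 4 annotated transcripts of the gene and those in exon 10 match 3. The sample labels do not say which sequence a library carries.

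**Figure D6:**
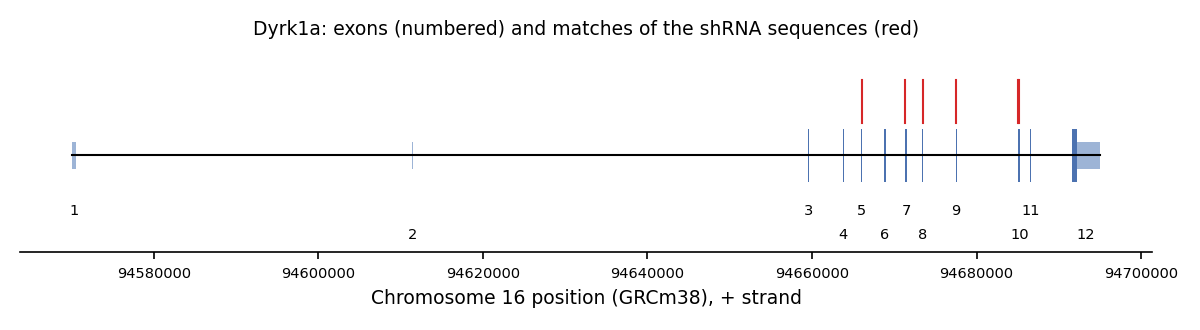
Map of a *Dyrk1a* transcript of 12 exons on chromosome 16 (GRCm38), with exons as boxes (taller where coding), introns as a line and the x axis in base pairs. Red marks show the 5 target sequences, which lie in exons 5, 7, 8 to 9 and 10, between 94666063 and 94685211.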

Sequences used to knock-down *Dyrk1a* expression were TATGAAATCGACTCCTTAATA, TTTGAAATGCTGTCCTATAAT, GAGGTCGATCAGATGAATAAA, GAACCCGTAAACTTCATAATA and ACTCGGATTCAACCTTATTAT. Non-targeting sequences used were AGCAGCTGTTCGAGGATAATA, TTTGCACAAGAACAGAATAAT and ACAGATGCCAATGGGAATATT. 

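Each of these 3 sequences matches the coding sequence of *Dyrk2*, another kinase of the DYRK family, in full. *Dyrk2* lies on the minus strand of chromosome 10 in GRCm38, and all 3 matches fall in exon 3 of 3. AGCAGCTGTTCGAGGATAATA lies from 118861066 to 118861086, where *4932442E05Rik* is annotated on the opposite strand. TTTGCACAAGAACAGAATAAT lies from 118860324 to 118860344 and ACAGATGCCAATGGGAATATT from 118859588 to 118859608. None matches the sense strand of another gene's transcript. The labels of the RNAseq libraries call their control a scramble and give no sequence, so whether those libraries carry one of these 3 sequences is not given in the sources used here.

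**Figure D7:**
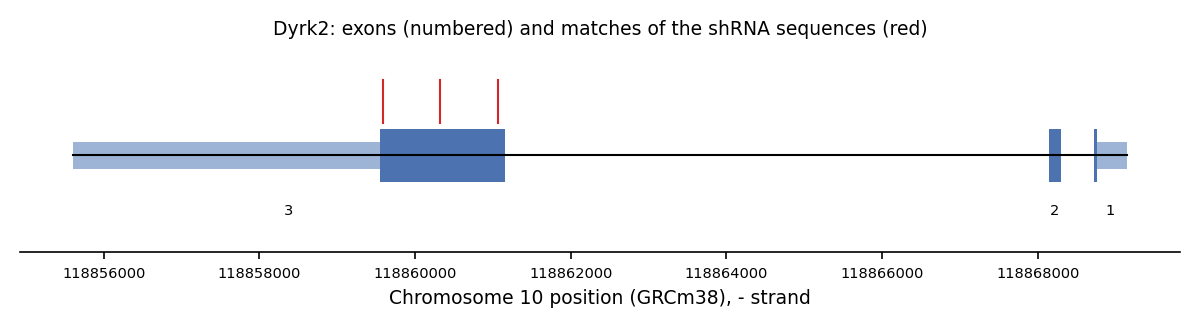
Map of a *Dyrk2* transcript of 3 exons on the minus strand of chromosome 10 (GRCm38), with exons as boxes (taller where coding), introns as a line and the x axis in base pairs. Red marks show the 3 sequences, all in the coding part of exon 3, between 118859588 and 118861086.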

Naïve CD4^+^ T cells were isolated and stimulated as described above in Th0 conditions. Cells were infected with 15 μl concentrated lentiviral supernatant at day 1, fed with media + polarizing cytokines at day 2 (T_reg_^low^ or Th17^hi^ conditions as described above), split 1:2 at day 4 and analyzed at day 5. For RNAseq studies, cells were fed with media ± harmine at day 2 without polarizing cytokines and harvested at day 4.

### Quantitative imaging flow cytometry

Sorted CD4^+^ cells were stimulated as indicated, fixed in 3% paraformaldehyde (Santa Cruz, Dallas, TX), permeabilized in PBS + 2% fetal calf serum + 0.1% Triton X-100 (Sigma Aldrich, St. Louis, MO) and stained with anti-CD4-FITC, rabbit anti-NFAT1, APC-donkey anti-rabbit and DAPI. Acquisition was performed on an Amnis ImageStream MkII imaging flow cytometer (EMD Millipore, Billerica, MA), combining high-resolution microscopy and flow cytometry to quantitate nuclear/cytoplasmic signal distribution. 10,000 event data files were acquired per sample using a 60× objective running a 6-μm core diameter at 44 mm/s. Brightfield, side scatter and fluorescent images were collected using three excitation lasers (405 nm, 1 mW Ch07; 642 nm, 100 mW Ch11; 785 nm, 1.09 mW for SSC Ch06). Single color controls were acquired and spectral compensation performed post-acquisition. From single, nucleated cells in focus, the DAPI^+^CD4^+^NFAT^+^ population was gated upon. To determine NFAT1 signal distribution, a nuclear morphology mask, which includes all pixels within the outermost image contour, was created from the DAPI^+^ image (Channel 07). Nuclear/whole cell NFAT1 ratios were determined by dividing the NFAT1 intensity within the defined nuclear morphology mask by the NFAT1 intensity over the entire cell (default MC Ch11 mask). Nuclear/cytoplasmic histogram values were compared using a similarity score (a log-transformed Pearson's correlation coefficient that measures the degree to which two images are linearly correlated in the nuclear masked region).

### Western blotting and nuclear isolation

Cell extracts for Western analyses were prepared using TNN lysis buffer, pH 8 (100 mM TRIS-HCl, 100 mM NaCl, 1% NP-40, 1 mM DTT, 10 mM NaF) supplemented with protease inhibitor (Roche, Indianapolis, IN) and phosphatase inhibitors (Thermo Scientific, Waltham, MA), separated by SDS-PAGE (Bio-Rad, 456-9035) and transferred onto PVDF membrane (Immobilon-P, Millipore, IPVH20200, Billerica, MA) Approximately 10^6^ cells were processed per lane. Antibodies used are described in Supplementary file 1A. Bands were visualized using Western Lightning Plus-ECL (Perkin Elmer, Waltham, MA) and/or SuperSignal West Femto substrate (Thermo Scientific, Waltham, MA) per manufacturer's instructions. Nuclear isolation was performed using a Nuclei Isolation Kit (Sigma Aldrich, St. Louis, MO) per manufacturer's protocol after cells were lysed in RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM TRIS-HCl pH7.8) supplemented with DTT, protease and phosphatase inhibitors. Band intensity was quantitated using ImageJ (Schneider et al., 2012).

### In vitro T_reg_ suppression assay

This was performed as previously described (Collison and Vignali, 2011). Briefly, sorted CD45.1^+^CD4^+^CD62L^+^ T_responder_ cells were labeled with CFSE (Invitrogen, Grand Island, NY) per manufacturer's protocol, plated at 5 x 10^4^ cells per well in 96-well U bottom plates and co-cultured with sorted CD45.2^+^Foxp3^IRES-GFP^ T_reg_ cells at ratios indicated in the presence of anti-CD3/28 beads (Dynabead, Grand Island, NY) and analyzed by flow cytometry 3 days later.

### T_reg_ suppression—T1D model

As previously described, 5 × 10^4^ CD4^+^CD62L^+^ T cells isolated from NOD-*BDC2.5* mice were administered intravenously to NOD-*scid* mice with or without 1 × 10^5^ sorted T_reg_ cells generated from NOD-*BDC2.5.Foxp3* ^*IRES-GFP*^ mice (Herman et al., 2004; Tarbell et al., 2004). Blood glucose levels were measured with a handheld Contour glucometer (Bayer, Leverkusen, Germany) at days 3, 6, 8 and every day thereafter. Diabetes was diagnosed when blood sugar was over 250 mg/dl for 2 consecutive days.

### T_reg_ suppression—CD45RB^hi^ colitis model

As previously described, 5 × 10^5^ CD4^+^CD62L^+^ T cells were injected into the intraperitoneal cavity of *Rag1*^*−/−*^ mice. 10 days later, mice were injected with either PBS or 1.5 × 10^5^ sorted T_reg_ cells generated from *Foxp3* ^*IRES-GFP*^ mice (Smith et al., 2013). Mice were monitored weekly for weight loss and morbidity for 6–8 weeks per protocol. At 8 weeks, mice were euthanized and proximal, middle and distal colon analyzed histologically by blinded observers as previously described (De Jong et al., 2000).

### T_reg_ suppression—airway inflammation model

Allergic airway inflammation was induced in mice as previously described (Grainger et al., 2010). In brief, C57Bl/6 mice were injected intraperitoneally with 10 μg of ovalbumin (Sigma–Aldrich, St. Louis, MO) and 1 mg of aluminum hydroxide (Sigma–Aldrich, St. Louis, MO) suspended in 0.5 ml of PBS on days 0 and 10. Sorted T_reg_ cells generated from *Foxp3*^*IRES-GFP*^ mice using T_reg_^hi^/T_reg_^HAR^ conditions were transferred by retroorbital injection on days 16 and 19. Mice were challenged intratracheally with 10 μg OVA in PBS on days 17 and 20 and sacrificed 20–24 hr after the last challenge. The trachea was exposed and cannulated with polyethylene tubing followed by bronchoalveolar lavage (BAL) with PBS + 0.6 mM EDTA. Lavage fluid was centrifuged, and pelleted cells counted and analyzed. The differential cell count was performed as previously described; cells were stained with Diff-Quick (Dade Behring, Newark, DE) and macrophages, neutrophils, eosinophils, and lymphocytes on cytocentrifuge preparations enumerated (Grainger et al., 2010). At least 200 cells were counted on each slide.

### Protection against airway inflammation

C57Bl/6 mice were injected intraperitoneally with 100 μg ovalbumin and 1 mg aluminum hydroxide on day 0, challenged with 10 μg ovalbumin intratracheally on days 14, 17 and 21, and tissues were harvested for analysis 24 hr after the last challenge as previously described (Curotto de Lafaille et al., 2008). Tolerance was induced by intranasal sensitization with 100 μg ovalbumin prior to immunization on days −7, −6, and −5 (Curotto de Lafaille et al., 2008). Mice were treated daily with 1 mg harmine HCl (Santa Cruz Biotechnology, Dallas, TX) dissolved in water intranasally from days −8 through −3 as indicated.

### Histology

Tissues were preserved in 10% formalin. Paraffin embedding, sectioning and staining with either hematoxylin and eosin or Periodic acid-Schiff/Alcian Blue were performed by the Histopathology Research Core (Massachusetts General Hospital, Boston, MA)

### Effects of harmine in vivo

Mice were treated with 1 mg harmine HCl intranasally for 5 days, and thoracic lymph nodes harvested on day 6 (for T cell studies) or day 2 (for dendritic cell studies). To liberate dendritic cells, lymph nodes were mechanically disrupted and incubated in HBSS (GE Healthcare, Little Chalfont, United Kingdom) containing 2.5 mg/ml collagenase D (Roche Diagnostics, Indianapolis, IN) at 37°C for 30 min. Digestion was neutralized by adding EDTA to 20 mM.

### Statistical analyses

Statistical measures, including mean values, standard deviations, Student's t-tests, Mantel–Cox tests, Mann–Whitney tests and one-way ANOVA tests, were performed using Graphpad Prism software and Matlab. Where appropriate, unless otherwise stated, graphs display mean ± standard deviation.

### Study approval

All experiments were performed with the approval of the IACUC of Massachusetts General Hospital (Boston, MA).

How the deposited data were processed for this re-analysis (not part of the article)

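Polyadenylated RNA of activated primary mouse CD4+ T cells was measured by RNAseq in 6 libraries of 3 groups, 2 with control shRNA, 2 with control shRNA and harmine, and 2 with *Dyrk1a* shRNA. The authors aligned the reads to mm10 with TopHat, estimated expected counts per gene over known transcripts with RSEM, and deposited these expected counts in 1 table without normalization. The submitters' processing notes name TopHat2 2.0.13, RSEM and DESeq. Which version of RSEM or of the annotation was used is not given in the sources used here. The libraries hold 1096345 to 3747648 counts, each column was matched to its library by the sample labels, and no other column was present.

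From the deposited table, the expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10, robust quasi-likelihood fit, two-sided tests, Benjamini-Hochberg adjustment, threshold 0.05). All 6 libraries entered 1 fit with 3 group means, so that the 3 comparisons (harmine against control, *Dyrk1a* shRNA against control, *Dyrk1a* shRNA against harmine) share 1 estimate of the spread. Of 23420 genes, 10607 passed the filter. Standard errors were taken from the log2 fold change and its F statistic, and intervals are at 95%. Gene lists were tested as sets with camera (preset correlation 0.01, and with an estimated correlation) and fry of limma 3.58.1, adjusted over 22 lists within each comparison. With the estimated correlation no list passed after adjustment, the smallest adjusted p being 0.695 with harmine, 0.887 with *Dyrk1a* shRNA and 0.817 between them, and the smallest adjusted p of fry were 0.501, 0.438 and 0.594 for change in 1 direction and 0.355, 0.318 and 0.243 for change in either direction. Before the adjustment, Th1-associated genes passed with an estimated correlation with harmine and between the treatments, and no other list did.

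Before the data were examined, the comparisons, tests, filters, 24 gene lists, the rule for named genes and the alternatives not described as chosen later were fixed. The rule names up to 10 genes per direction and comparison with the largest change among those that pass and whose groups do not overlap, filled up to 5 by smallest unadjusted p where fewer pass, every gene that the paper names, and up to 4 members of each list by smallest unadjusted p. *Gm9846*, *Rpl34-ps1* and *Gm5643* were named after their values were seen. Some genes that the rule takes are not reported here by name. The lists are T_reg_-, Th17-, Th1- and Th2-associated genes, NFAT and T cell receptor response genes, NFAT proteins and regulators, harmine targets, T_reg_ HAR-T_reg_ genes with primers, naive and quiescence, proliferation, glycolysis, cholesterol synthesis, amino acid and unfolded protein response, p53 target, interferon response, heat shock and immediate early, aryl hydrocarbon receptor target, CD4 identity and ribosomal protein genes, markers of B cells, myeloid cells, CD8 T and NK cells and erythroid cells and platelets, and mitochondrial genes, of which the table holds 0.

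The correlation of both fold changes was set beside 100 simulated data sets with no change in any group, with the same library sizes and shared controls. The principal components were set beside 100 such data sets in the same way, a comparison chosen after seeing the data. The test was also tested on simulated data, counts drawn from the means and library sizes of the real genes, with 200 changed genes in each of 5 data sets, and it called 48.2% of genes changed 2-fold and 89.4% of genes changed 4-fold for *Dyrk1a* shRNA, and 46.4% and 89.2% for harmine. The reach of the 95% intervals to either side had a median of 0.56 with harmine, 0.57 with *Dyrk1a* shRNA and 0.51 between them on the log2 scale. The chi-square statistic of the counts of replicates, divided by its degrees of freedom, was 10.4 between the controls, 3.84 between the harmine and 3.58 between the *Dyrk1a* shRNA libraries, so no replicates were treated as 1 library. A fold against a group at 0 counts was taken against a floor of 3 counts over the group.

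The alternatives were scaling by library size alone, DESeq2's size factors, the Wald test of DESeq2 1.42.0, no filter, a minimum count of 50, the replicate number as a block, a fit of each compared pair alone, a prior count of 2 for the correlation, separate controls for each treatment, single libraries, and leaving out each library in turn. Chosen after seeing the data were the removal of trends with transcript length and GC content from each library by natural splines with 4 degrees of freedom, sums of overlapping or near-identical genes, thinning of all libraries to the smallest, the comparison of *Dyrk1a* with all 4 libraries with control shRNA, and all set tests under alternatives that had been set for the T_reg_ lists alone. Positions come from GENCODE M21 on GRCm38, the same assembly as mm10, where 23044 of the gene symbols (98.4%) matched. From it, lengths and GC contents were had for 10532 of the tested genes (99.3%), and the shRNA sequences were matched to its transcripts. The canonical T_reg_ signature and the full T_reg_ HAR-T_reg_ signature were not used here. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.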

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

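The tests of explanations in this part, other than the simulation of the correlation and the separate controls, which had been set beforehand, were chosen after the results were seen, and what each would show was written down afterwards for all of them. The fold changes after *Dyrk1a* shRNA and after harmine correlated across genes at 0.611 with shared controls. A candidate explanation is the chance difference between the control libraries, since r was -0.0332 and -0.0883 with a different control library for each treatment, and simulations with no change in any group and shared controls gave 0.643 and, in 100 of 100 data sets, a second principal component that parts the controls from the treated libraries, as observed. Trends with transcript length and GC content are argued against, since removing them left r at 0.620. With separate controls and those trends removed r was -0.00812 at most. This cannot tell whether an effect shared by both treatments is the main source, since it takes the errors of the controls as independent. The controls lay at opposite ends of the first principal component, at -36.3 and 29.3, and errors of opposite sign lower this r. Before the trends were removed this r was -0.0332 and -0.0883, below the 0.0206 and 0.0220 of the simulations with no change. With shared controls the covariance differed from these simulations by 0.0214 and -0.0152. A shared effect stays open, also because each side rests on 1 control library when the controls are separate.

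*Gm20604*, which the paper does not report, stood out because it had counts in all 4 treated libraries and 0 in both controls, at least 17.8-fold higher after harmine and at least 13.7-fold higher after *Dyrk1a* shRNA than the floor over the control group, and *Rps27* because it differed between the treatments, with a log2 fold change of -3.01. A candidate explanation is that the counting moved reads between *Gm20604* and the overlapping *Moap1*, whose sum had a log2 fold change of -0.44 with *Dyrk1a* shRNA (adjusted p = 0.748 from edgeR) and 0.08 with harmine. Whether counting moved reads from *Rps27* to its more abundant copy *Gm9846* cannot be told, since the copy would need a log2 fold change of 0.11 against harmine to take up the lost counts, and it had -0.065 with an interval of -1.04 to 0.91. With trends of length and GC content removed, the fold of *Rps27* against control went from -3.79 (standard error 0.35) to -3.56 (standard error 0.87), so that its call ended mainly with the wider error. A change of these genes in the cells was not tested apart from the counting and stays open.

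*Dyrk1a* was not detectably lower in the *Dyrk1a* shRNA libraries, with a log2 fold change of -0.19 against control and -0.26 against all 4 libraries with control shRNA (interval -0.63 to 0.12), while against the harmine libraries with length and GC trends removed it was -0.36, with an interval of -0.69 to -0.023 (adjusted p = 1.00). Too few counts to see a fall to a halved level are argued against, since the 95% interval, whose lower end was -0.64, excludes that level. Trends of length and GC content that hide such a fall are argued against in the same way, with a lower end of -0.55 once they are removed. The value depends on the control libraries, at -0.45 without control replicate 1 and 0.069 without control replicate 2. Lower protein without lower transcript, a low share of transduced cells at harvest and a library that carries another construct than its label says were not tested and stay open.

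A pair of gene lists differed between the treatments in camera with a preset correlation. Th1-associated genes were higher with *Dyrk1a* shRNA than with harmine (adjusted p = 0.00873, 14 of 18 above 0, p = 0.0477 with an estimated correlation before adjustment and adjusted p = 0.817 after it). Ribosomal protein genes were lower (adjusted p = 0.00505, 73 of 80 below 0, p = 0.598 with an estimated correlation), with a median of -0.14 that became -0.053 with length and GC trends removed (57 of 80 below 0, adjusted p = 0.0455). The call of the first was lost without *Dyrk1a* shRNA replicate 1 (adjusted p = 0.180) and after thinning (0.272), and that of the second without *Dyrk1a* shRNA replicate 2 (0.0768) and with near-identical genes summed (0.0726).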

How the results depend on the processing

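The analyses with length and GC trends removed, with near-identical genes summed, with thinned counts, with *Dyrk1a* set against all 4 control shRNA libraries, and the set tests of lists other than those of T_reg_ cells under alternatives were chosen after the results were seen, and the others were set beforehand. With 2 libraries per group, the counts of genes that pass rest on single libraries, above all on the controls. Without control replicate 2, 215 genes were lower and 16 higher in both comparisons with control, and of the lower genes 57 (of 255, harmine) and 64 (of 391, *Dyrk1a* shRNA) encode ribosomal proteins, whereas without control replicate 1 2 genes were higher and 0 lower in both. At this depth and with 2 libraries per group, 46.4% and 48.2% of simulated 2-fold changes were recovered with harmine and with *Dyrk1a* shRNA. Depth was not varied in these simulations, so its part in what is called was not tested there. Thinning every library to the 1096345 counts of the smallest lowered the correlation to 0.392. The covariance was 0.0963 over the 9270 genes tested then, against 0.110 over 10607 genes before, so the fold changes varied more after thinning. Why they varied more was not tested. Where a left-out library leaves 1 in a group, it is assumed to vary like the other groups. The replicate numbers are not said to mark a shared culture, and the deviations of same-numbered libraries from their group means correlated at 0.12 (control and harmine), 0.02 (control and *Dyrk1a* shRNA) and 0.24 (harmine and *Dyrk1a* shRNA). With the number as a block, 0 genes passed with harmine, 2 with *Dyrk1a* shRNA and 0 between the treatments. The 2 were *Gm5643* and *Rps27*, both lower, while *Gm20604* had an adjusted p of 0.0515 there and 0.0545 with harmine, and *Rps27* 0.0623 between the treatments. Fry's unadjusted p for the T_reg_ HAR-T_reg_ genes between the treatments was 0.0373.

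The order in each list is harmine, *Dyrk1a* shRNA, and *Dyrk1a* shRNA against harmine. The main adjusted counts of 1, 2 and 1 became 20, 28 and 22 with no filter, 0, 5 and 4 in fits of the compared pair alone, 2, 3 and 2 in DESeq2's Wald test, 1, 3 and 3 with scaling by library size alone, 0, 2 and 1 under the stricter filter, 0, 0 and 0 with near-identical genes summed, where *Gm20604* and *Rps27* are not tested by themselves, 1, 2 and 0 with length and GC trends removed, and 0, 2 and 1 after thinning. The 2 genes with *Dyrk1a* shRNA were *Gm5643* and *Rps27* under the stricter filter and after thinning, and *Gm20604* and *Gm12669* with length and GC trends removed. Leaving out 1 library gave 1 to 291, 1 to 439 and 0 to 5. The unadjusted counts of 562, 816 and 608 became 205, 366 and 180 in the Wald test, 387 with *Dyrk1a* shRNA after thinning, 1062 between the treatments in the pair alone, and 349 to 1451, 356 to 1832 and 326 to 1112 with 1 library left out. With no filter 6 of the 20 genes were higher with harmine, 4 of 28 with *Dyrk1a* shRNA and 11 of 22 between them. The cause of these shifts was not tested.

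For the correlation and for the shares of genes above and below 0, separate controls gave -0.0332, 48.4% and 47.3%, or -0.0883, 47.2% and 43.4% with the controls exchanged. Single libraries gave -0.0285, 45.5% and 48.3%, or -0.0561, 49.4% and 47.1%. Separate controls with length and GC trends removed gave -0.00812, 48.4% and 52.0%, or -0.0456, 50.9% and 46.5%. After thinning the share below 0 was 65.1%. Leaving out 1 library gave 0.524 to 0.829, 63.2% to 78.5% and 70.2% to 79.5%. Under the other alternatives the correlation ran from 0.596 with near-identical genes summed to 0.656 in DESeq2.

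Set tests called 3, 3 and 2 lists other than the T_reg_ lists. These became 5 with harmine under no filter, 0 with *Dyrk1a* shRNA and 4 between the treatments with length and GC trends removed, 1 with harmine and 1 between the treatments after thinning, 1 between them with near-identical genes summed, and 3 to 5, 2 to 7 and 1 to 3 with 1 library left out. The adjusted p of the T_reg_ list between the treatments was 0.0185 with length and GC trends removed (p = 0.0618 with an estimated correlation). With 1 library left out, the T_reg_ list had 0.0379 to 0.885, 0.710 to 0.899 and 0.0206 to 0.817, the lowest with harmine and between the treatments having p = 0.0918 and p = 0.0641 with an estimated correlation, and fry's unadjusted p of the T_reg_ HAR-T_reg_ genes was 0.130 to 0.833, 0.174 to 0.837 and 0.0048 to 0.287. The log2 fold change of *Dyrk1a* with *Dyrk1a* shRNA was -0.45 to 0.069 with 1 library left out, the sign turning without control replicate 2. Apart from that value of *Dyrk1a*, of 1189 values of named genes under alternatives, 1118 kept their direction and side of the threshold, 16 no longer passed, 53 passed there alone, and 2 turned, *Nkg7* and *Egr1* with harmine, both above 0 without control replicate 1. With 1 library left out, *Nkg7* ran from -1.55 to 0.16 and *Egr1* from -2.19 to 0.040.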

Differences from the paper's values

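The paper reports 150 genes that differ between *Dyrk1a* knockdown and harmine and states no threshold for this number in its text. At an adjusted p under 0.05 in edgeR's quasi-likelihood test the count here was 1, and it differed from the paper's 150 under each of the alternatives set before the data were examined, where it ran from 0 to 22. At an unadjusted p under 0.05 the count was 608 against the paper's 150. It also differed with DESeq2's size factors (612), no filter (836), the replicate block (863), the pair alone (1062) and without control replicate 1 (1112) or 2 (1100). By the standard deviation over left-out libraries, the count did not differ from the paper's 150 in the Wald test of DESeq2 (180), with scaling by library size alone (464) or under the stricter filter (436). The same held without 1 of the harmine or *Dyrk1a* shRNA libraries. That standard deviation was 376, more than 150 itself, so this measure cannot show that these counts match the paper's. For the correlation, where the main values do not differ by the same measure, the value here was 0.611 and the paper's 0.65, and 0.651 in the fits of the pairs alone.

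The paper describes *Dyrk1a* as knocked down in these cells. The *Dyrk1a* transcript here had a log2 fold change of -0.19 with an interval of -0.64 to 0.25 against control. The paper also describes its 3 control sequences as non-targeting, and each of the 3 matches the coding sequence of *Dyrk2* in full. The paper describes the profiles after both treatments as similar, and with a different control library for each treatment r was -0.0332 and -0.0883 here, whereas with shared controls it was close to the paper's.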

Other observations

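The tests with length and GC trends removed, and the set tests under alternatives, were chosen after the results were seen. Genes that B cells and myeloid cells express were mostly below 0 with harmine. With all libraries, scaling by TMM and the filter used throughout, they did not pass as sets. Of 9 B cell markers tested of 15, 8 were below 0 with harmine (median log2 fold change -0.69, camera adjusted p = 0.0770) and 6 with *Dyrk1a* shRNA (median -0.19, adjusted p = 0.828), and 8 were above 0 between the treatments (median 0.43, adjusted p = 0.159). *Cd74*, the invariant chain of MHC class II, had -0.73 (standard error 0.24) with harmine. Of 9 myeloid markers tested of 23, 7 were below 0 with harmine (median -0.58, adjusted p = 0.0759) and 8 with *Dyrk1a* shRNA (median -0.62, adjusted p = 0.0845), with a value of 0.891 between them. The myeloid markers were lower with harmine at an adjusted p of 3.31e-05 without control replicate 2 (median -1.43), 0.0192 and 0.0349 without harmine replicate 1 and 2, 0.0231 and 0.0132 without *Dyrk1a* shRNA replicate 1 and 2, 0.0409 with scaling by library size alone and 0.0421 with no filter, and with *Dyrk1a* shRNA at 0.00173 without control replicate 2 (median -1.20) and 0.0164 without *Dyrk1a* shRNA replicate 1 (median -0.98). With an estimated correlation these calls had p = 0.106 to p = 0.360 before adjustment. With no filter the B cell markers were lower with harmine (adjusted p = 0.0248, and p = 0.0997 with an estimated correlation). *S100a9*, a calcium-binding protein abundant in neutrophils, had -1.54 and -1.35 (standard error 0.51 for both), and *S100a8* had -1.76 (standard error 0.68) and -1.31 (standard error 0.66), with 14.4 and 1.69 CPM in the controls. Of 4 erythroid and platelet markers tested of 17, *Pf4*, a platelet chemokine, had -1.44 (standard error 0.45) with harmine and was the 1 gene lower when adjusted over the list alone (camera adjusted p = 0.726 with harmine, 0.940 with *Dyrk1a* shRNA and 0.874 between them). The cells had been selected for CD4 and CD62L. Of 17 CD4 identity genes, 12 were above 0 with harmine and 9 with *Dyrk1a* shRNA (adjusted p = 0.627, 0.940 and 0.716 between them), and *Cd3g* was the 1 member lower with *Dyrk1a* shRNA when adjusted over the list alone. CD8 T and NK markers had 0.537 between the treatments, and *Crtam*, expressed by cytotoxic cells, had 1.07 (standard error 0.39).

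Stress and metabolic programs did not pass as sets with all libraries, apart from the calls given beside the claims. Of 21 p53 target genes tested of 22, 14 were above 0 with harmine (median 0.19, camera adjusted p = 0.0997) and 13 with *Dyrk1a* shRNA (adjusted p = 0.544), with 0.537 between them, and *Gtse1*, a regulator of p53 in G2 phase, had 0.92 and 0.82. Of 22 naive and quiescence genes, *Dapl1* had -1.21 (standard error 0.37) with harmine and -1.02 (standard error 0.37) with *Dyrk1a* shRNA, and the IL-7 receptor gene *Il7r* had -0.57 and -0.74 (standard error 0.23 for both), while the list had adjusted p of 0.627, 0.558 and 0.275. Heat shock and immediate early genes (19 tested of 21) had 0.324, 0.139 and 0.537, cholesterol synthesis genes (23 of 24) 0.543, 0.544 and 0.891, and amino acid and unfolded protein response genes (27 of 29) 0.726, 0.544 and 0.593, in the order harmine, *Dyrk1a* shRNA and between them. With harmine, heat shock genes (median -0.01) and amino acid genes (median -0.04) had a test direction opposite to their median, as had amino acid genes (median -0.04), myeloid markers (median 0.19) and harmine targets (median 0.04) between the treatments. Interferon response genes had 0.139 with *Dyrk1a* shRNA (median -0.20) and 0.593 between the treatments, proliferation genes 0.396 and glycolysis genes 0.159 between them. Without control replicate 1, heat shock genes were higher (adjusted p = 0.0156) and naive genes (0.0122) and interferon genes (0.0247) lower with *Dyrk1a* shRNA, and without control replicate 2 naive genes were higher with harmine (0.0247). Between the treatments, glycolysis genes were higher in a fit of the compared pair alone (0.0289), without control replicate 1 (0.0322) and without control replicate 2 (0.0283), and proliferation genes were lower without harmine replicate 2 (0.00478). With an estimated correlation these calls had p = 0.0813 to p = 0.315 before adjustment. Of 10 aryl hydrocarbon receptor targets 2 were tested, too few for a set test, *Tiparp* at 0.54 and *Nfe2l2* at -0.49 with harmine. In the comparisons given here, none of the members of these lists passed in edgeR over all genes or in DESeq2, and with an unadjusted p under 0.05 there were at most 3 per list and direction. Adjusted over the list alone the counts were 0 except for *Pf4* and *Cd3g*.

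Of 44 genes that the paper names, 39 were tested, and 0 passed over all genes in edgeR or in DESeq2. Adjusted over the list alone, 1 passed between the treatments and 0 in the other comparisons. Before adjustment 0 were higher and 1 lower with harmine, 0 and 0 with *Dyrk1a* shRNA, and 3 higher and 3 lower between them. *Bach2*, whose loss the paper examines in harmine-treated T cells, had 0.07 and -0.17 (standard error 0.19 for both). *Gm4724* had 23.0 and 6.07 CPM with harmine and 0 counts in the other 4 libraries. Across genes, the log2 fold change of *Dyrk1a* shRNA went up with GC content against control (Spearman's rho 0.340) and against harmine (0.416), and with that trend and the one with length removed, camera also called the T_reg_ list (lower, adjusted p = 0.0185, and p = 0.0618 with an estimated correlation), the Th17 list (higher, adjusted p = 0.0455, and p = 0.435) and the CD8 T and NK list (higher, adjusted p = 0.0455, and p = 0.130) between the treatments.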
